# Convergent Differential Regulation of Parvalbumin in the Brains of Vocal Learners

**DOI:** 10.1371/journal.pone.0029457

**Published:** 2012-01-06

**Authors:** Erina Hara, Miriam V. Rivas, James M. Ward, Kazuo Okanoya, Erich D. Jarvis

## Abstract

Spoken language and learned song are complex communication behaviors found in only a few species, including humans and three groups of distantly related birds – songbirds, parrots, and hummingbirds. Despite their large phylogenetic distances, these vocal learners show convergent behaviors and associated brain pathways for vocal communication. However, it is not clear whether this behavioral and anatomical convergence is associated with molecular convergence. Here we used oligo microarrays to screen for genes differentially regulated in brain nuclei necessary for producing learned vocalizations relative to adjacent brain areas that control other behaviors in avian vocal learners versus vocal non-learners. A top candidate gene in our screen was a calcium-binding protein, parvalbumin (PV). In situ hybridization verification revealed that PV was expressed significantly higher throughout the song motor pathway, including brainstem vocal motor neurons relative to the surrounding brain regions of all distantly related avian vocal learners. This differential expression was specific to PV and vocal learners, as it was not found in avian vocal non-learners nor for control genes in learners and non-learners. Similar to the vocal learning birds, higher PV up-regulation was found in the brainstem tongue motor neurons used for speech production in humans relative to a non-human primate, macaques. These results suggest repeated convergent evolution of differential PV up-regulation in the brains of vocal learners separated by more than 65–300 million years from a common ancestor and that the specialized behaviors of learned song and speech may require extra calcium buffering and signaling.

## Introduction

Vocal learning is a rare trait found in only a few species of mammals (humans, cetaceans, bats, elephants, and sea lions) and three groups of birds (songbirds, parrots, and hummingbirds) [1], [2]. It is a critical behavioral substrate for spoken-language in humans and song in song learning birds [3], [4]. Because this trait and associated brain pathways are not found in species more closely related to each vocal learning order, it has been argued that vocal learning evolved independently in each lineage (Fig. 1A) [2], [5]. Yet vocal learning species share similar communication features, such as a requirement for auditory feedback to develop and maintain learned vocalizations, vocal learning critical periods, cultural transmissions of vocal repertoires, and specialized forebrain pathways that make a unique projection to brainstem vocal motor neurons, all of which have so far not been found in vocal non-learners (Fig. 1B) [2], [3], [6], [7].

**Figure 1:**
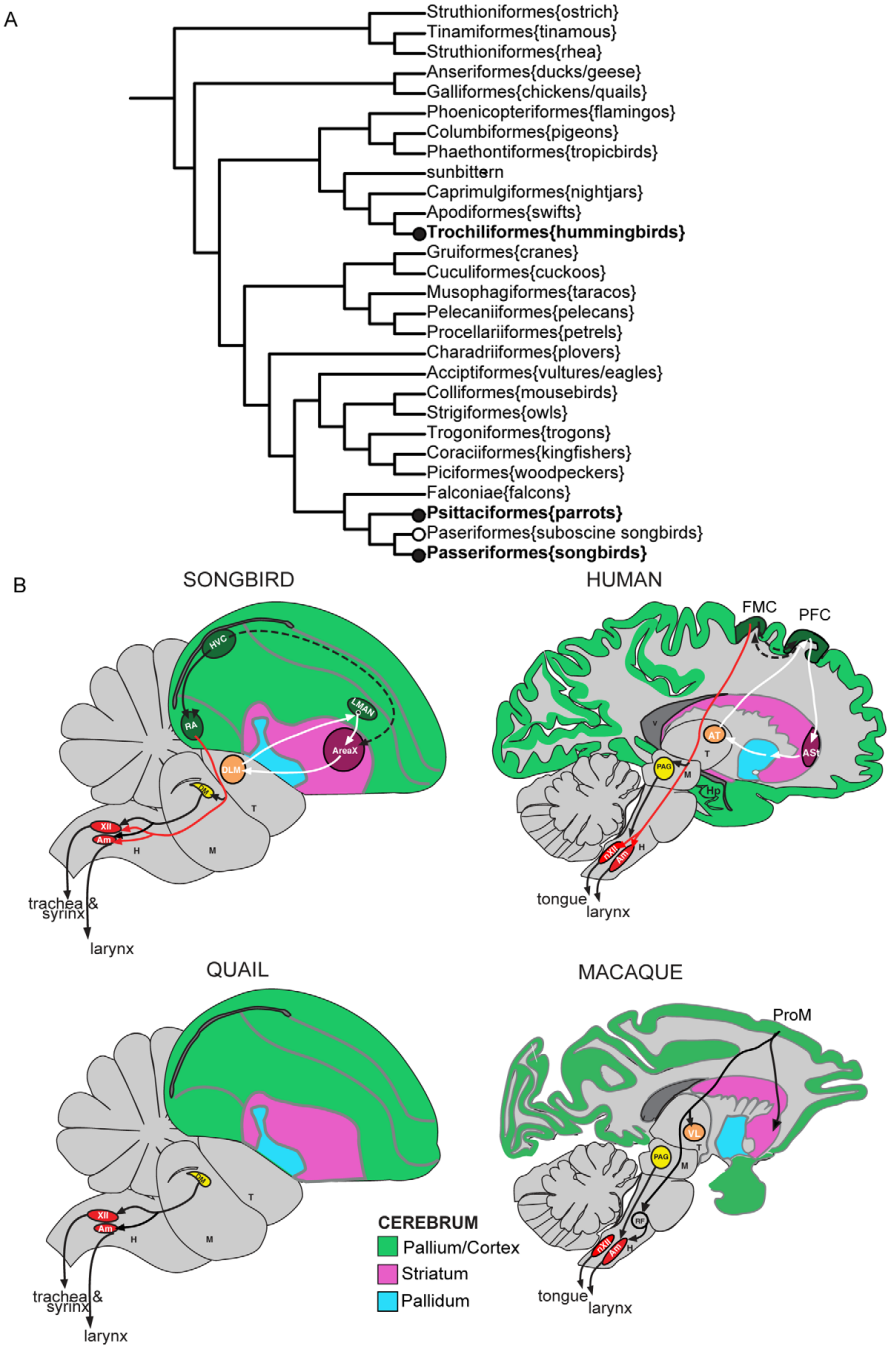
Avian phylogenic tree and schematic drawings of vocal learner and non-learner brains. (A) Avian phylogenic tree. Shown are the branches for 27 major orders and one suborder (suboscines), highlighting 1–2 species each, based on the proposal of Hackett et al 2008 [64]. Bold text, vocal learners. Black nodes, proposed independent gains of vocal learning. White node, an alternative possibility where there was two independent gains of vocal learning (hummingbirds and the common ancestor of parrots and songbirds), then lost in suboscine songbirds. (B) Schematic sagittal drawing of example vocal learner (songbird and human) and non-learner (quail and macaque) brains. Black lines, song motor pathway. White lines, pallial-basal-ganglia song pathway. Dashed lines, connections between the two pathways. Red line, direct projection from forebrain to brainstem vocal motor neurons found in vocal learners. Connections in humans are predicted based on known motor pathways in mammals, except the direct projection to Amb and nXII, which has been experimentally determined in humans. Non-human primates have what is called a pro-motor (ProM) region (or laryngeal motor cortex) in the premotor cortex that makes an indirect projection to Amb, but unlike vocal learners this region is not required nor appears to influence vocalizations. For reviews, see Jurgens (2002) [6], Jarvis (2004) [2], Fitch et al (2010) [7], and Simonyan et al (2011) [65]. Abbreviations: Am or Amb, nucleus ambiguus Area X, a vocal nucleus (no abbreviation) ASt, anterior striatum AT, anterior thalamus DLM, dorsal lateral nucleus of the thalamus DM, dorsal medial nucleus of the midbrain FMC, face motor cortex H, hindbrain HVC, a vocal nucleus (no abbreviation) LMAN, lateral magnocellular nucleus of the anterior nidopallium M, midbrain, nXII, 12^th^ motor nucleus PAG, periaqueductal gray PFC, prefrontal cortex ProM, promoter laryngeal cortex in non-human primates RA, robust nucleus of the arcopallium RF, reticular formation T, thalamus V, ventricle.

Vocal learning brain pathways have been best characterized in avian vocal learners, and consist of two sub-pathways: a posterior song motor pathway involved in production of learned song and an anterior pallial-basal-ganglia-thalamic loop involved in song learning [2], [8], [9], [10], [11]. The posterior pathway contains the arcopallium song nucleus (songbird robust nucleus of the arcopallium [RA], parrot central nucleus of the anterior arcopallium [AAc], hummingbird vocal nucleus of the arcopallium [VA]), which makes a direct projection to the brainstem vocal motor nucleus, the tracheasyringeal portion of the 12^th^ motor nucleus, abbreviated nXllts. This connection is similar to humans, where the face motor cortex makes a direct projection to the mammalian analog of brainstem vocal motor neurons, nucleus ambiguus (Amb) [2], [6], [7], [8], [11], [12]. The avian nXllts innervates the syrinx and avian and mammalian Amb innervates the larynx (Fig. 1B) [11]. However, it is not known if the avian larynx contributes to vocalizations as it does in mammals; instead in birds, the syrinx is the major organ that generates vocalizations. The caudal portion of nXII in birds is nXIIts and the rostral portion of nXII innervates the tongue; all of nXII in mammals innervates the tongue, which in humans also receives a direct projection from the face motor cortex [6]. This direct projection to nXIIts song learning birds and to Amb in humans is thought to be a defining feature that led to voluntary fine motor control over vocalizations and thus the evolution of song and spoken-language, respectively [2], [7], [12], [13]. Vocal non-learning birds and non-human mammals also possess the brainstem vocal motor and tongue motor neurons, but such neurons do not receive a direct projection from the forebrain in these species, except for a weak projection to nXII motor neurons in old world primates, including macaques [6], [14], [15], [16], [17], [18]. The vocal motor neurons in vocal non-learners are thought to be mainly connected in a conserved brainstem network that produces innate calls (Fig. 1B). Although vocal non-learning relatives do not have a forebrain vocal learning pathway, such pathways in song learning birds and humans have been proposed to have emerged from a pre-existing adjacent motor control pathway found in vocal learners and non-learners, indicating a possible deep homology of a motor learning brain pathway for their convergent evolution [19]. For example, the intermediate arcopallium (iA) laterally adjacent to RA is activated by non-vocal movement behaviors, and this part of iA makes descending projections to the brainstem and spinal cord reticular formation neurons, which in turn project to the motor neurons that control muscles for body movements [11], [19], [20], [21].

We hypothesize that the convergent behavioral and neuroanatomical features among vocal learning birds and humans are associated with specialized genetic changes in genes that develop and maintain vocal learning circuits. Partly consistent with this hypothesis, prior studies have identified specialized expression of several genes in forebrain song nuclei of avian vocal learners, such as glutamate and dopamine neurotransmitter receptors, cell adhesion molecules, calcium binding proteins, and transcription factors [22], [23], [24], [25], [26], [27], [28], [29], [32]. However, except for weak convergent higher NR2A glutamate receptor and FoxP1 transcription factor expression in the HVC analog of all three vocal learning bird lineages [23], [24], the differential expression patterns of other genes were either not tested across vocal learning lineages or if tested, were not found across all vocal learning lineages. Differential expression of genes has also been searched for in speech areas of human brains [30], [31], but these genes had not been assessed in birds. In humans, possible differential expression for two genes implicated in language acquisition and production, FOXP1 and FOXP2, have not yet been well assessed in brain speech areas [25], [33], [34].

In the present study, we used oligo nucleotide microarrays to address our hypothesis by performing a systematic screen for potential molecular differences in the two neuron populations that have the most unique connectivity difference between vocal learners and non-learners: the arcopallium song nucleus of vocal learners and its target, the nXIIts. After analyses in birds, we compared expression by in-situ hybridization in the nXII and Amb of humans and a non-human primate, macaques. Here we report on one of our top candidate genes, the calcium binding protein, parvalbumin (PV), which was also previously shown to be higher in songbird RA relative to the surrounding arcopallium [22], [26]. We found that PV was significantly up-regulated throughout the vocal motor forebrain pathway in species of all three avian vocal learning lineages, as well as in the brainstem vocal motor neurons of vocal learning birds and humans, but not in avian vocal non-learners and macaques. Based on known functions of PV [35], [36], [37], our findings suggest repeated selection in the evolution of vocal learning.

## Results

Using a laser capture microdissection microscope, we dissected: (1) the arcopallium song nucleus of vocal learners (songbird; zebra finches [*Taeniopygia guttata*] RA, parrot: budgerigars [*Melopsittacus undulatus*] AAc, and hummingbird: [*Calypte anna*] VA); (2) the equivalent location, the central intermediate arcpallium (ciA) in the middle of iA, in vocal non-learners (ring dove [*Stereptopelia capicola*] and Japanese quail [*Coturnix japonica*]); (3) the iA ventral-lateral to RA (or medial in parrot and hummingbird) in vocal learners; (4) the equivalent iA ventral-lateral to ciA in vocal non-learners; 3) the brainstem vocal motor neurons nXIIts in vocal learners and non-learners; and 4) the supraspinal (SSp) neck motor neurons in both groups. The arcopallium song nucleus among vocal learners is considered analogous based on its presence in the arcopallium, connectivity, developmental profile, gene expression profiles, and function [10], [23], [38], [39], [40], [41], [42]. The adjacent iA, unlike the arcopallium song nuclei, in both vocal learners and non-learners projects indirectly to motor neurons, via the reticular formation neurons [16], [20], [21], [43]. The nXIIts and SSp are present in all birds examined to date. However, like many other motor neurons, SSp does not receive direct projections from the forebrain (from the arcopallium) in vocal learners and non-learners thus far tested [20], [21].

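For the brainstem, nXIIts and SSp of 14 male birds were analysed on 28 one-color arrays, with 1 array for each nucleus of each bird. nXIIts is the part of the hypoglossal nucleus whose motor neurons control the vocal organ, and SSp holds motor neurons of the neck. The vocal learners were 3 zebra finches, 3 budgerigars and 2 Anna's hummingbirds, and the vocal non-learners were 3 ring doves and 3 Japanese quails. The paper's methods give 9 vocal learners and 5 vocal non-learners and do not name the quail that was discarded, so all 14 birds were used here. The sample labels give the ring dove another species name than the paper, and the SSp array of zebra finch replicate 3 carries SSp in its title and hypoglossal motor neurons as its cell type; it was used as SSp. Each array carried 43552 spots for 43125 oligos, leaving out control spots. The authors deposited the scanner output of each array, in which the intensity of every spot is already corrected for background. Zebra finch samples were hybridized at 55°C and all others at 46°C. The median intensity of an array was between 357 and 506 in zebra finches, with a median of 450 over their 6 arrays. In the other species it was lower, at 24.6 to 79.7 in budgerigars, 32.1 to 70.7 in hummingbirds and 15 to 76.7 in doves. The share of spots well above background was 80.6% to 86.4% on the zebra finch arrays (median 84%), 64.4% to 78.4% in budgerigars (median 76%), 70% to 77.3% in hummingbirds (median 76.1%), 58.7% to 78.2% in doves (median 73.6%) and 63.9% to 72.5% in quails (median 70.2%). The lowest of these, 58.7%, was the nXIIts array of dove replicate 3. From these intensities, the log2 value of each spot was taken, spots marked as outliers by the scanner software were left out, and spots of one oligo were averaged. Each array was then centered on its mean over the 40th to 60th percentile range of the oligos detected in that species, after the range that the paper's methods name. The value compared below is the log2 value in nXIIts minus that in SSp of the same bird, so that a negative value is lower expression in nXIIts. Differences were tested with limma's empirical Bayes method over all oligos, and single oligos also with exact permutation of the birds. The number of arrays limits the precision. Both arrays of every bird lay on one slide, and 4 of the 8 slides held a vocal learner and a vocal non-learner. The zebra finch arrays were scanned in a batch of their own, so that species, scan and hybridization temperature cannot be told apart for zebra finches.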

From the laser captured cells, we isolated RNA, synthesized Cy3-labeled cDNA, and hybridized them in one-color Cy3 reactions to a custom-designed songbird oligonucleotide microarray that detects up to 44,000 transcripts ([44]; see methods). Our rational for choosing laser capture microscopy was to have anatomical regional specificity and accuracy. The values were normalized using median centered log2 transformation (see methods). Raw microarray data were deposited in GEO database (accession # GSE28395 and GES33667). The rationale for using microarrays to measure mRNA as opposed to other approaches, such as high-throughput proteomics, was that it is much more efficient and feasible to measure 10,000 s of mRNAs simultaneously than the limited number of proteins by today's technology (but see [45]). We have found that in the past, about 85% of the mRNA differences from our microarrays verified by in-situ hybridization were recapitulated at the protein level [46].

An empirical Bayes paired t-test analysis between the arcopallium song nucleus and adjacent iA of each vocal learning species versus ciA and adjacent iA of vocal non-learning species (see methods) yielded lists of transcripts whose expression significantly differed in the arcopallium song nuclei of vocal learners relative to ciA of non-learners. In the list, seven out of 12 different oligos that measure putative PV splice variants were within the top 100 candidate gene transcripts that showed up-regulation in the arcopallium song nucleus of vocal learners, whereas there were either no or smaller differences in PV expression in the ciA versus adjacent iA of vocal non-learners. When we combined values of the seven different variants in unpaired *t*-test test, a significant difference between vocal learners and non-learners remained (Fig. 2A; *above values). PV was also within the top 100 candidate genes in nXIIts, but in the reverse direction with down regulation in nXIIts of vocal non-learners and the hummingbird relative to SSp (Fig. 2B). 

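The brainstem value of PV was taken from oligo 0203P0055E12. The label in Fig. 2B lacks the last character of an oligo ID and was read as this oligo, which Fig. 2A lists, and it is called the Fig. 2B oligo below. It was well above background on all 28 arrays. PV in nXIIts relative to SSp was -0.22 ± 0.92 on the log2 scale (SD, n = 8 birds) in vocal learners and -1.39 ± 1.15 (SD, n = 6 birds) in vocal non-learners. It was lower in nXIIts in 4 of the 8 vocal learners and in 5 of the 6 vocal non-learners. The vocal learners were higher by 1.18 (standard error 0.54), with an adjusted p of 0.82 from limma with Benjamini-Hochberg adjustment over 43124 oligos and an unadjusted p of 0.0453. An exact two-sided permutation of the birds between the traits gave p = 0.0516 over 3003 splits. When whole species were exchanged in place of birds, the exact p was 0.3, where 10 splits allow no p below 0.1. Ranked by the limma p-value, this oligo was number 2188 of the oligos tested. The highest rank among the 8 PV oligos examined was 247, for 0202P0029O18 (exact permutation p = 0.00649, limma adjusted p = 0.82), of which spots marked as outliers left 6 vocal learners and 5 vocal non-learners, without budgerigar replicate 3, hummingbird replicate 3 and quail replicate 1. On the Fig. 2B oligo, leaving out this hummingbird or this quail raised the difference between the traits. Oligo 0202P0041B05 has the same sequence and values in all 14 birds, and had rank 1489 (exact permutation p = 0.041, limma adjusted p = 0.82). Within the vocal non-learners alone, a test added after these results were seen, the decrease in nXIIts had an unadjusted limma p of 0.00361 (adjusted p = 0.362). The Fig. 2B oligo and the 3 oligos that overlap it, 2 of which share one sequence, averaged in each bird, gave a difference of 1.21 between the traits (exact permutation p = 0.0526), and the 7 oligos of the clones listed in Fig. 2 gave 0.93 (exact permutation p = 0.0946). This last mean includes oligos that were not well above background in quail replicates 2 and 3, so it rests in part on values near background. These oligos were grouped by their sequences once these were read, because the array files do not annotate PV. Oligo 0061P0016G02 went the other way, with vocal learners lower by 0.26 (learner minus non-learner -0.26, limma adjusted p = 0.908). The setting that moved the difference most was the slide as a block, which reduced it to 0.18 (limma adjusted p = 1). This value comes from the 4 slides that held both traits. The budgerigar was higher by 1.78 than the dove on one slide, and differed by -0.02 from the quail on another. The hummingbirds differed by -0.29 from a dove and by -0.75 from a quail. No zebra finch shared a slide with a vocal non-learner. With the hummingbirds left out, the difference between the traits was 1.60 (limma adjusted p = 0.793). The paper ranks PV among its leading candidates for nXIIts, with a direction opposite to that in the arcopallium. It explored PV further on the ground that a difference had been noted in songbird RA before, without a systematic analysis across lineages of vocal learners and non-learners.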

Detailed population analyses of other regulated genes will be presented in a separate study. Differential PV expression had been noted in songbird RA previously [22], but a systematic analysis across independent lineages of vocal learners and non-learners had not been conducted. We thus explored PV expression further.

**Figure 2:**
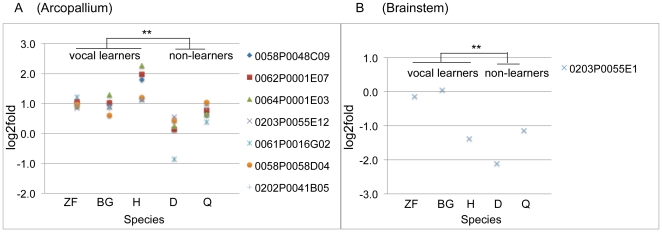
Microarray results for PV expression. (A) Seven different PV oligos (symbols) in the top 100 candidate gene transcripts were differentially expressed between vocal learners and non-learners in the arcopallium. (B) Example PV oligo that showed lower PV expression in nXllts compared to SSp in hummingbird, dove, and quail. Y-axes, log2 fold expression ratio of the arcopallium song nucleus or ciA versus the adjacent iA, or SSp relative to nXIIts; ratio = 0 means no difference between brain areas. Clone IDs of cDNAs that the oligos recognize are in http://songbirdtranscriptome.net/and http://aviangenomes.org. ZF, zebra finch; BG, budgerigar; H, hummingbird; D, dove; Q, quail. **p<0.01 paired t-test on each oligo of each group of species that share a trait (n = 9 vocal learners; n = 5 vocal non-learners; empirical Bayes adjusted paired t-test; the data shown is for averages of each species). **p<0.01, unpaired *t*-test, combined values of PV oligo variants.

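Oligo 0203P0055E12 is a 60-base oligo with the sequence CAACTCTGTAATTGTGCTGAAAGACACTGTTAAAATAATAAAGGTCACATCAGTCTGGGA. All values here are nXIIts over SSp on the log2 scale. The mean was -0.03 ± 0.24 (SD, n = 3) in zebra finches, 0.44 ± 0.68 (SD, n = 3) in budgerigars, -1.49 ± 0.49 (SD, n = 2) in hummingbirds, -1.99 ± 1.33 (SD, n = 3) in doves and -0.80 ± 0.72 (SD, n = 3) in quails. Tested against no difference with limma and adjusted over all oligos, the adjusted p was 0.147 in doves and 1 in hummingbirds and quails. The unadjusted limma p-values were 0.00128 in doves, 0.0269 in hummingbirds and 0.126 in quails. The spread is shared by all species in this fit. Doves and quails thus have the same standard error of 0.488, although their SDs were 1.33 and 0.72. The 3 doves had values of -1.67, -0.85 and -3.45. The last of these is dove replicate 3, whose nXIIts array was the dimmest of the 28, and without this bird the dove mean was -1.26. The 3 quails had values of 0.02, -1.09 and -1.32, so that quail replicate 1 showed no lower PV in nXIIts. Other PV oligos were not all alike in these birds. Oligos 0058P0048C09, 0062P0001E07 and 0064P0001E03 come from another site, and the first 2 share one sequence. In dove replicate 3 the first 2 were higher in nXIIts by 0.97 and 0.88, and the third was at -0.30. All 3 were lower in nXIIts in dove replicate 1 (-3.14, -3.29 and -3.21) and in dove replicate 2 (-1.25, -1.19 and -1.68). Their mean went the same way as that of the Fig. 2B oligo and the oligos overlapping it in 9 of the 14 birds. These 3 oligos were not well above background on the nXIIts array of quail replicate 2, where they were well above background in SSp, so their values there are bounds of a decrease in nXIIts. In quail replicate 3 none of them was well above background in SSp. There 0062P0001E07 was so in nXIIts, a bound of an increase, while 0058P0048C09 of the same sequence and 0064P0001E03 were so in neither nucleus and do not measure a difference.

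**Figure D1:**
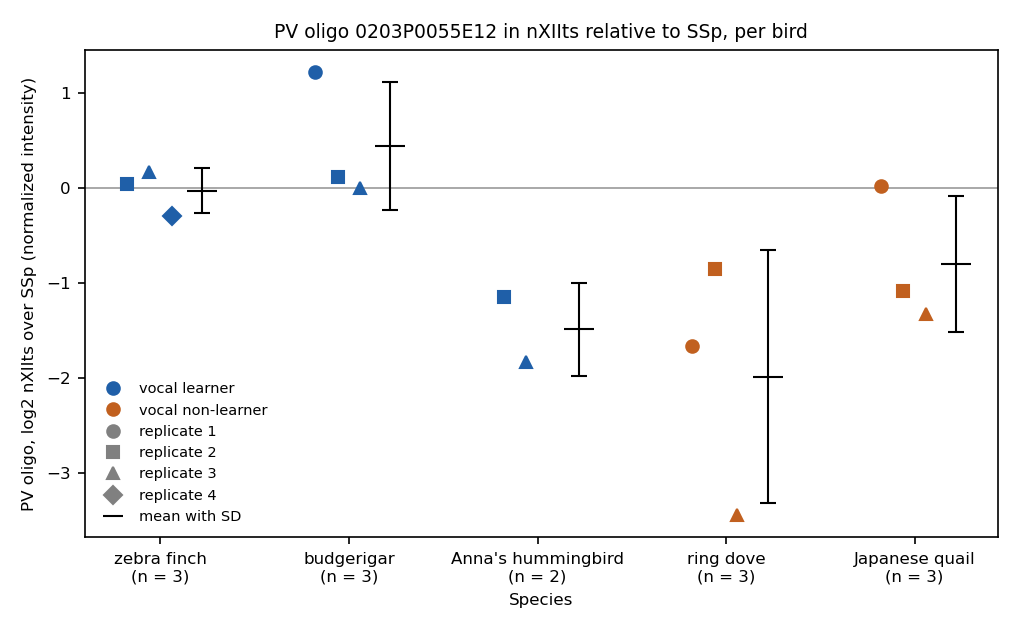
PV oligo 0203P0055E12 in nXIIts relative to SSp (y axis, log2 of normalized intensity, 0 meaning no difference) in each bird of the 5 species (x axis). Each symbol is one bird, its shape the replicate number and its color the trait, and the horizontal bar with whiskers is the species mean with its SD. Both hummingbirds and all 3 doves lie below 0, as do 2 of the 3 quails, while the 3 zebra finches lie between -0.29 and 0.17.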

### PV mRNA expression is specialized in forebrain song nuclei of avian vocal learners

We performed in situ hybridization verifications with zebra finch PV cDNA clones (see methods) from our full-length cDNA collection [46]. The in situ hybridizations confirmed that the arcopallium song nuclei had differentially higher expression relative to the adjacent iA in representative species of all three avian vocal learning lineages (Fig. 3A1–3, 3B1–6). The expression patterns were consistent throughout the nucleus as seen in multiple sections that spanned the song nucleus of each species, and the result in zebra finch was seen with multiple splice variants (not shown). In vocal non-learners, PV expression was sparser and more even throughout the iA (Fig. 3A4–5, 3B7–10). Paired *t*-tests revealed that the differences with the adjacent iA in vocal learners were significant (Fig. 4A, * inside bars). There was no significant expression difference between the ciA and adjacent iA in quails. We found a significant difference in doves, but the magnitude of the difference was much smaller than those in vocal learners (Dove around 0.1; Vocal learners 1.5–2.5) (Fig. 4A, * inside bars).

**Figure 3:**
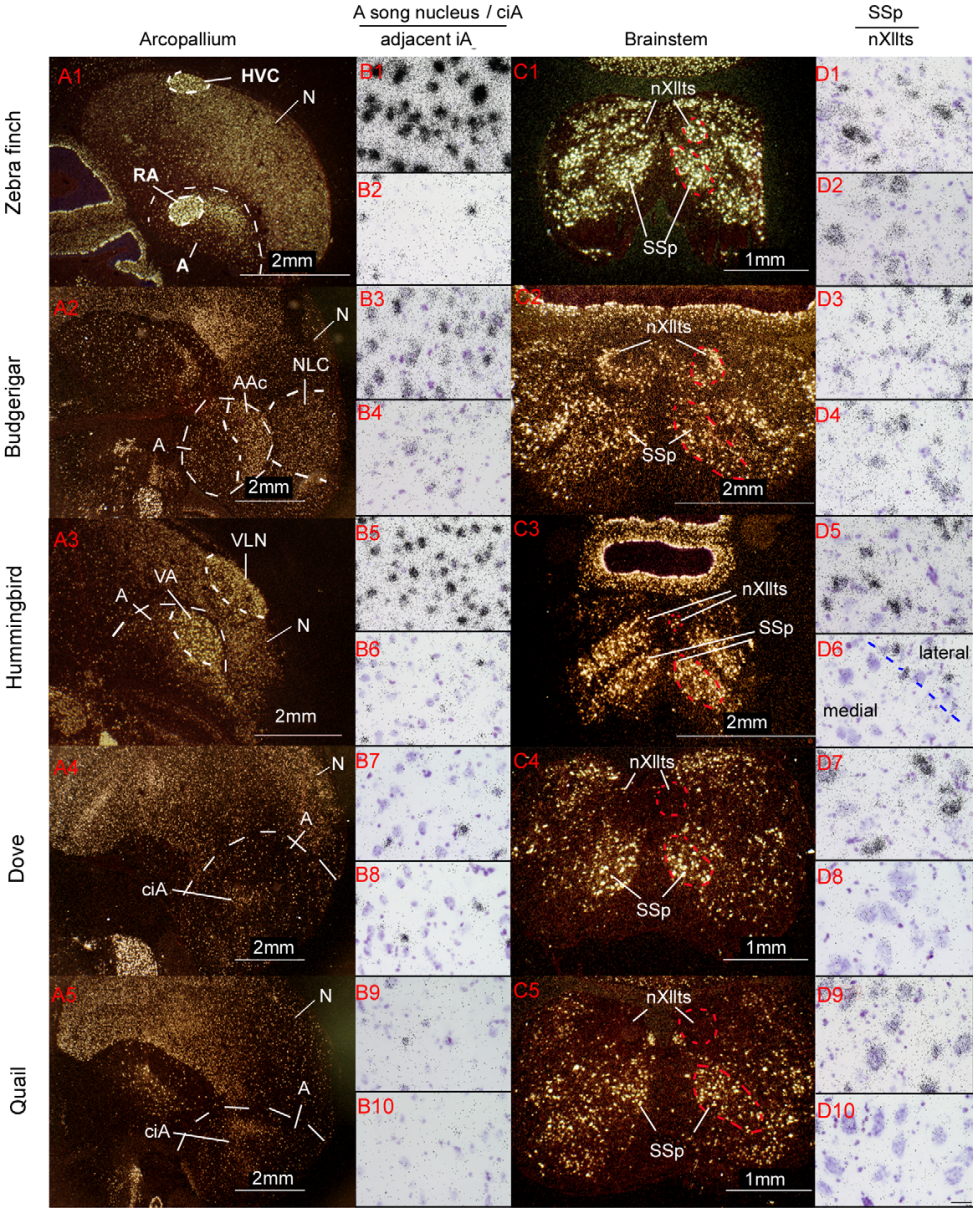
PV mRNA expression in vocal motor pathway nuclei in avian species. (A1–5) Darkfield images of PV expression in the arcopallium (delineated by dashed white lines) of three vocal learners and two non-learners. The arcopallium song nuclei are highlighted (RA, AAc, and VA) as well as the iA region lateral or medial used to compare with in the microarray and in-situ hybridization experiments. The nidopallium song motor nucleus (HVC, NLC, and VLN) of each species is also highlighted. (B1–10) Brightfield images of the arcopallium song nucleus for vocal learners and central intermediate arcopallium (ciA) in non-learners (odd numbers), and the arcopallium area adjacent to the song nucleus or ciA (even numbers). (C1–5) Darkfield images of PV expression in nXIIts and SSp for each species. (D1–10) Brightfield images of SSp (odd numbers) and nXllts (even numbers) for each species. Scale bar in D10 = 30 µm (applies to all brightfield images).

**Figure 4:**
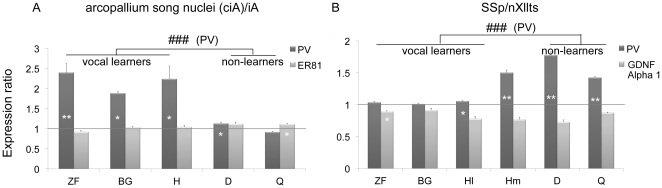
PV mRNA expression ratios measured from the in situ hybridizations in avian species. (A) PV expression ratio of arcopallium song nuclei and adjacent intermediate arcopallium (iA) for vocal learners, and ciA and adjacent intermediate arcopallium (iA) for non-learners. Also quantified is a control gene, ER81. The line across the graph is at ratio = 1, which means both areas equally express the gene. (B) PV expression ratio of SSp and nXllts, and another control gene GDNF family receptor alpha 1. Stars (*) inside bars indicate significant difference between two areas (A. arcopallium song nuclei or ciA and surrounding iA. B. SSp and nXllts) within each species using paired *t*-test on raw values. Number symbol (#) above bars indicates a significant difference between vocal learners and non-learners using unpaired *t*-test on ratios. ZF, zebra finch; BG, budgerigar; H, hummingbird; Hl, humming bird lateral part of nXllts; Hm, hummingbird medial part of nXllts; D, dove; Q, quail. *p<0.05, **p<0.001.

Since the PV clone used in this study was from zebra finch, the cRNA probe will not hybridize equally across species more distantly related with different levels of sequence homology. To normalize this difference, we ran analyses using ratios of the arcopallium song nuclei and adjacent iA for vocal learners and ciA and adjacent iA for non-learners. This ratio provides an internal control when comparing different species. Unpaired *t*-test on the ratios showed that the vocal learners were significantly different from the vocal non-learners (Fig. 4A, # above bars).

As a control gene we used ER81, which is enriched in the arcopallium of birds and the analogous layer 5 cells of mammalian cortex [41], [47]. Although we found a very small significant difference in quails, there was no large significant differences in the arcopallium song nuclei or ciA versus iA between vocal learners and non-learners for ER81 (Fig. 4A, * inside bars; Fig. 5A–E). Using ratios, we still did not find a significant difference in ER81 between vocal learners and non-learners. Similar to PV, ER81 hybridization was stronger in zebra finches compared to other species, again presumably due to lower homology of the finch probe to the other species (unpublished comparisons to chicken and our parrot genome sequences). On the microarrays ER81 also showed no large differences between vocal learners and non-learners (rank 27,046 of 44,000, unadjusted p = 0.04). These results indicate that the differential expression of PV in the arcopallium song nucleus was specific to PV in all three vocal learning species and not due to other factors, such as cell density. If cell density was the factor responsible for differential expression, ER81 should show a difference as well.

**Figure 5:**
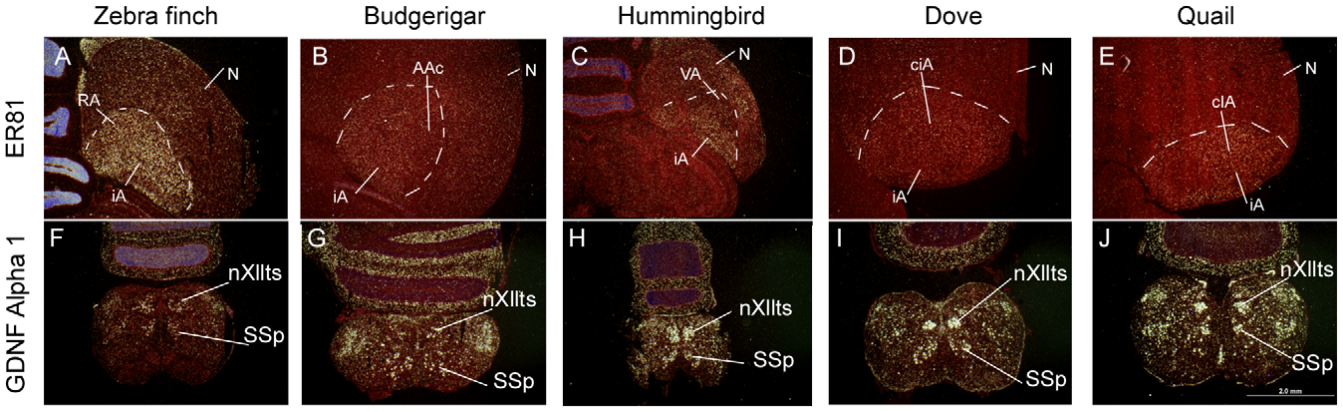
mRNA expression of control genes in avian vocal learners and non-learners. (A–E) ER81, used as an arcopallium control gene. (F–J) GDNF family receptor alpha 1, used as a brainstem motor neuron control gene. Species are labeled above the panels. Scale bar = 2 mm (applies to all the images).

In our in situ hybridizations, we visually noted higher PV expression also in the nidopallium song motor pathway nucleus, the HVC analog (zebra finch HVC [no abbreviation]; budgerigar central nucleus of the lateral nidopallium [NLC]; Anna's hummingbird vocal nucleus of the lateral nidopallium [VLN]), relative to the surrounding cells in all three vocal learners (Fig. 3A1–3). This pattern was not observed in the comparable nidopallium regions of vocal non-learners (Fig. 3A4,5 and sections not shown throughout caudal-lateral nidopallium). We also examined PV expression in the anterior pallial-basal-ganglia-thalamic pathway song nuclei and found higher PV expression in the anterior nidopallium song nucleus of two species (zebra finch lateral magnocellular nucleus of the anterior nidopallium [LMAN]; Anna's hummingbird vocal nucleus of the anterior nidopallium [VAN], but not in budgerigar oval nucleus of the anterior nidopallium [NAo]) relative to the surrounding nidopallium (Fig. 6A–C). Again, this pattern was not observed in the comparable nidopallium regions of vocal non-learners (not shown). The striatal song nucleus of vocal learners (zebra finch Area X [no abbreviation]; budgerigar magnocellular nucleus of the medial striatum [MMSt]; and Anna's hummingbird vocal nucleus of anterior striatum [VASt]) did not show notable differential expression relative to the surrounding striatum for any species (Fig. 6A–C). In summary, these data suggest that there has been convergent up-regulation of PV expression in the posterior song motor pathway of all three avian vocal learning lineages, and convergence in one nucleus of the song pallial-basal-ganglia pathway in two of the lineages.

**Figure 6:**
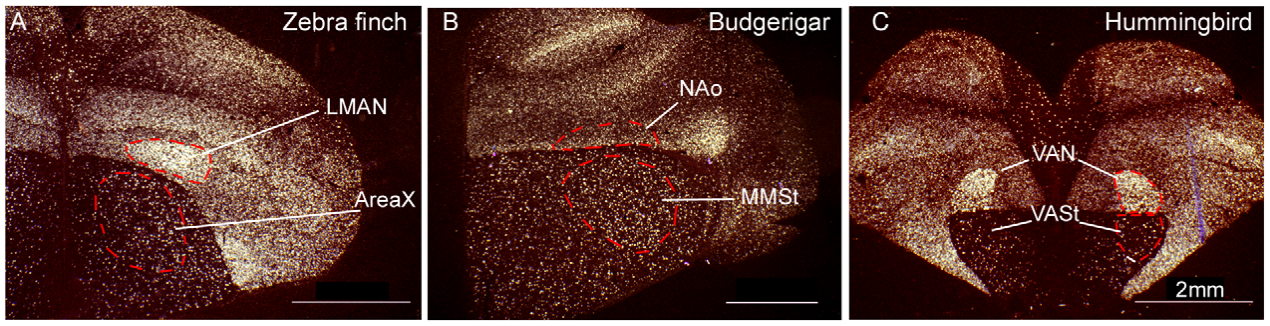
PV mRNA expression in pallial-basal ganglia song pathway nuclei of avian species. (A) PV expression in anterior pathway song nuclei (LMAN and Area X) of zebra finch. (B) PV expression in anterior pathway song nuclei (NAo and MMSt) of budgerigar. (C) PV expression in anterior pathway song nuclei (VAN and VASt) in Anna's hummingbird. Higher PV expression was found in the anterior pathway pallial song nuclei of two species only, zebra finch and Anna's hummingbird. Images are representative of three animals each species. Scale bar = 2 mm (applies to all the images).

### PV mRNA expression is specialized in the brainstem vocal nucleus of avian vocal learners

We next examined PV expression in the brainstem. Since the vocal (nXIIts) and neck (SSp) motor neurons are homologous among vocal learners and non-learners and are derived from the same somatic embryonic motor neuron pool [20], it is traditionally thought there would unlikely be molecular differences between vocal learning and non-learning species. However, we surmised that there might be differences between SSp and nXllts, since SSp does not receive a direct projection from the forebrain (from iA), whereas nXllts does (from the RA analogs). 

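In the microarrays, PV oligo 0203P0055E12 in nXIIts relative to SSp was at 0.04, 0.17 and -0.29 on the log2 scale in the zebra finches and at 1.22, 0.11 and -0.01 in the budgerigars. Neither species mean differed from 0 by more than the SD of its birds. Limma, with a spread shared by all species, gave an adjusted p of 1 in zebra finches and 0.859 in budgerigars. The highest value is that of budgerigar replicate 1, and without this bird the budgerigar mean was 0.05. Relative to the vocal non-learners, the budgerigars were higher than the doves by 2.43 (limma p adjusted over the 10 pairs of species = 0.037) and higher than the quails by 1.24 (adjusted p = 0.18). The zebra finches were higher than the doves by 1.96 (adjusted p = 0.0693) and higher than the quails by 0.77 (adjusted p = 0.408). Of these 4 comparisons, 1 held up after adjustment, and its adjusted p was between 0.0109 and 0.0902 with one budgerigar or dove left out.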

We found differences in PV expression in the microarrays for the finches and budgerigars (Fig. 2B). We verified the microarray results by in situ hybridization, and found high PV mRNA expression in nXIIts of zebra finches and budgerigars (Fig. 3C1,2; 3D1–4), but barely detectable expression in nXIIts of quail and doves (Fig. 3C4,5; 3D7–10). Interestingly, in the Anna's hummingbird, the medial part of nXIIts showed low PV expression, but the lateral part consistently showed isolated cells with high expression (Fig. 3C3, 3D6), which appears to have influenced the microarray result of overall lower expression. 

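In the microarrays, the 2 Anna's hummingbirds had PV values of -1.14 and -1.83 in nXIIts relative to SSp on the log2 scale, 45.2% and 28.1% of the SSp level. The arrays hold nXIIts as one sample, so the medial and the lateral part are not separated in these values. All 7 PV oligos of the clones in Fig. 2 were lower in nXIIts in both birds, with means between -1.43 and -2.20. The hummingbirds were lower than the budgerigars by a difference that limma gave an adjusted p of 0.0878 over the 10 pairs of species, and lower than the zebra finches with an adjusted p of 0.18. They differed from the doves by 0.50 (adjusted p = 0.528) and from the quails by -0.69 (adjusted p = 0.484), both within the spread between birds.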

Quantitative analysis with paired *t*-tests between nXllts and SSp of each species confirmed the differential expression, including differences in the medial and lateral parts of Anna's hummingbird nXllts (Fig. 4B, * inside bars). When we compared ratios of SSp to nXllts expression (lateral part for hummingbird), unpaired t-test showed that the vocal learners were significantly different from the vocal non-learners (Fig. 4B, # above bars). The high PV mRNA expression in vocal learners was specific to the very large cells (Fig. 3D), that is the motor neurons. No differences between vocal learners and non-learners were found in SSp and nXllts for the expression of a control gene, GDNF family receptor alpha 1, which we found to be a motor neuron marker (Fig. 4B; Fig. 5F–J). Rather, there was slightly less GDNF family receptor alpha 1 expression in nXIIts relative to SSp across all species tested, vocal learners and non-learners. These findings indicate that the difference of PV expression in the brainstem vocal motor nucleus of vocal learners versus non-learners is not due to differences in overall gene expression. The differences are due specifically to PV expression levels.

In summary, these data suggest one of two possibilities: 1) convergent up-regulation of PV expression in the brainstem vocal motor neurons of all three avian vocal learner lineages; or 2) convergent down-regulation of PV in vocal non-learners. The low nXIIts expression relative to SSp only in vocal non-learners is counterintuitive to our expectations, as it indicates that the nXIIts in vocal non-learners maybe the nucleus with specialized expression.

### PV is also expressed at high levels in the human nXII motor neurons

In mammals, the functional analog of avian nXIIts is Amb, which innervates muscles of the larynx. However, the mammalian anatomical homolog of avian nXll (both caudal ts and rostral tongue parts) is nXII, which innervates the mammalian tongue (Fig. 1B [6], [48]). We did not note a difference of PV expression in the rostral and caudal nXII in songbirds (not shown). Among primates, nXII receives a strong direct projection from the face motor cortex in humans, a moderate direct projection in chimpanzees, and weak one in macaques [6], [14], [15], [18]. PV protein is known to be expressed at low levels relative to other motor neurons in Amb of mammals, including in non-human primates [49]. We are not aware of any studies that have tested PV mRNA expression in human nucleus Amb and nXII. Thus, we obtained post-mortem human brain samples of normal donors through the Kathleen Price Bryan Brain Bank at Duke University and fresh frozen Rhesus macaque (*Macaca mulata*) brains from the Oregon National Primate Research Center, and processed brainstem sections for PV expression. We also processed adjacent sections for expression of GDNF family receptor alpha 1 to help identify the locations of nXII and Amb motor neurons.

Similar to vocal learning versus vocal non-learning birds, we found significantly higher PV expression in the nXII motor neurons in humans (Fig. 7A,B) relative to macaques (Fig. 7G,H). We were able to locate nXII and Amb in adjacent sections using the GDNF family receptor alpha 1 label (Fig. 7D–F, 7J–L), but for Amb, appropriate for its name, the number of motor neurons in each section were few and PV expression in this region was scattered, making it difficult to determine whether labeled PV neurons belonged to Amb or to adjacent regions (Fig. 7C,F,I,L). Thus, we focused further quantitative analyses on nXII. We sought a means to quantify the labeled cells in nXII, as SSp is not in the same plane of section in the primate brains, and we noted that unlike vocal non-learning birds, macaques did have isolated cells with high PV expression, particularly at the lateral edge of the nucleus (Fig. 7H). We also noted that the sensory neuron populations in the human and macaque brainstem, like in birds, had high levels of PV expression. Thus, we normalized our quantification to the somatosensory nuclei (e.g. gracile [Gr]; see methods).

**Figure 7:**
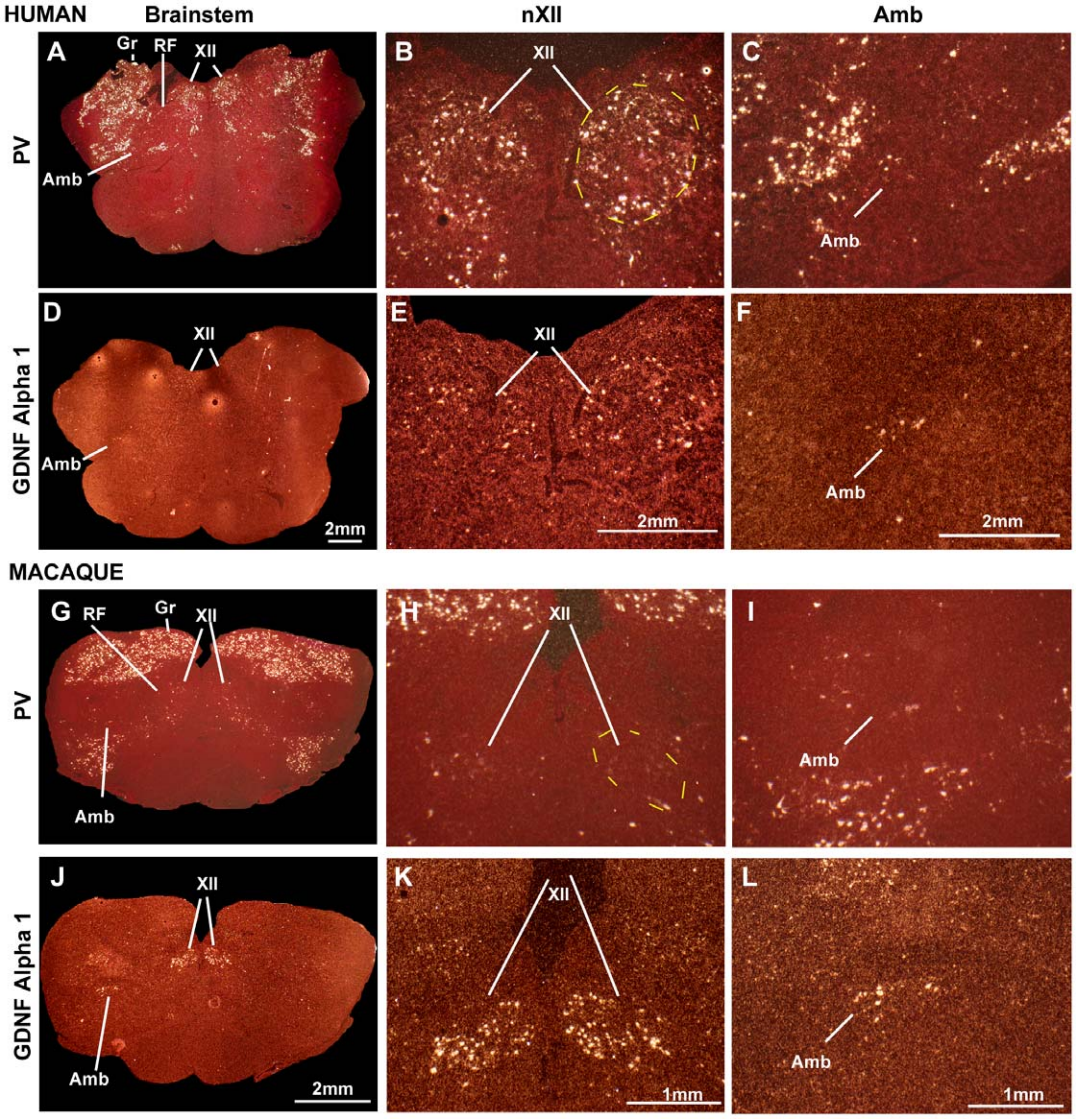
PV and GDNF family receptor alpha 1 mRNA expression in human and macaque brainstem. (A–C) PV expression in human, including human nXll, Amb, and sensory nuclei; (D–F) GDNF family receptor alpha 1 expression in human identifying nXII and Amb motor neuron populations. (G–I) PV expression in macaque showing the homologous brain regions; (J–L) GDNF family receptor alpha 1 expression in macaque to identify the motor neuron populations. The first column (A, D, G, J) shows low magnification of the entire brainstem section, the second column (B, E, H, K) shows the location of nXII and the third (C, F, I, L) shows the location of Amb. Note the high PV expression in human nXII and low in macaque nXII, but more comparable expression of GDNF family receptor alpha 1 in both species. Scale bar = 2 mm (applied to D, E, F, J) and 1 mm (applied to K, L).

We found that ∼90% of the cells in human nXII expressed high PV levels (∼25% of or greater than in the sensory neurons), whereas only ∼15% did so in macaques (Fig. 8A,D,G). A ratio analysis revealed that humans had significantly higher average PV expression levels per nXII motor neuron relative to sensory neurons (ratio ∼0.9), whereas macaques had a significantly lower relative levels (ratio ∼0.14) (Fig. 8A,B, D,E,H). There was very little PV expression in the reticular formation ventral to the sensory neurons (Fig. 8C,F), further supporting the finding that the difference between human and macaque does not reflect an overall expression difference in the brain sections. Rather, these findings show that there is a large and significant difference of PV expression in human versus macaque nXII motor neurons, both in the proportion of highly labeled cells and in the amount of label per cell. They further indicate that in parallel with known differences in neural connectivity, humans share high differential expression of PV in nXII motor neurons with vocal learning birds, macaques have intermediate levels, and vocal non-learning birds have the lowest levels.

**Figure 8:**
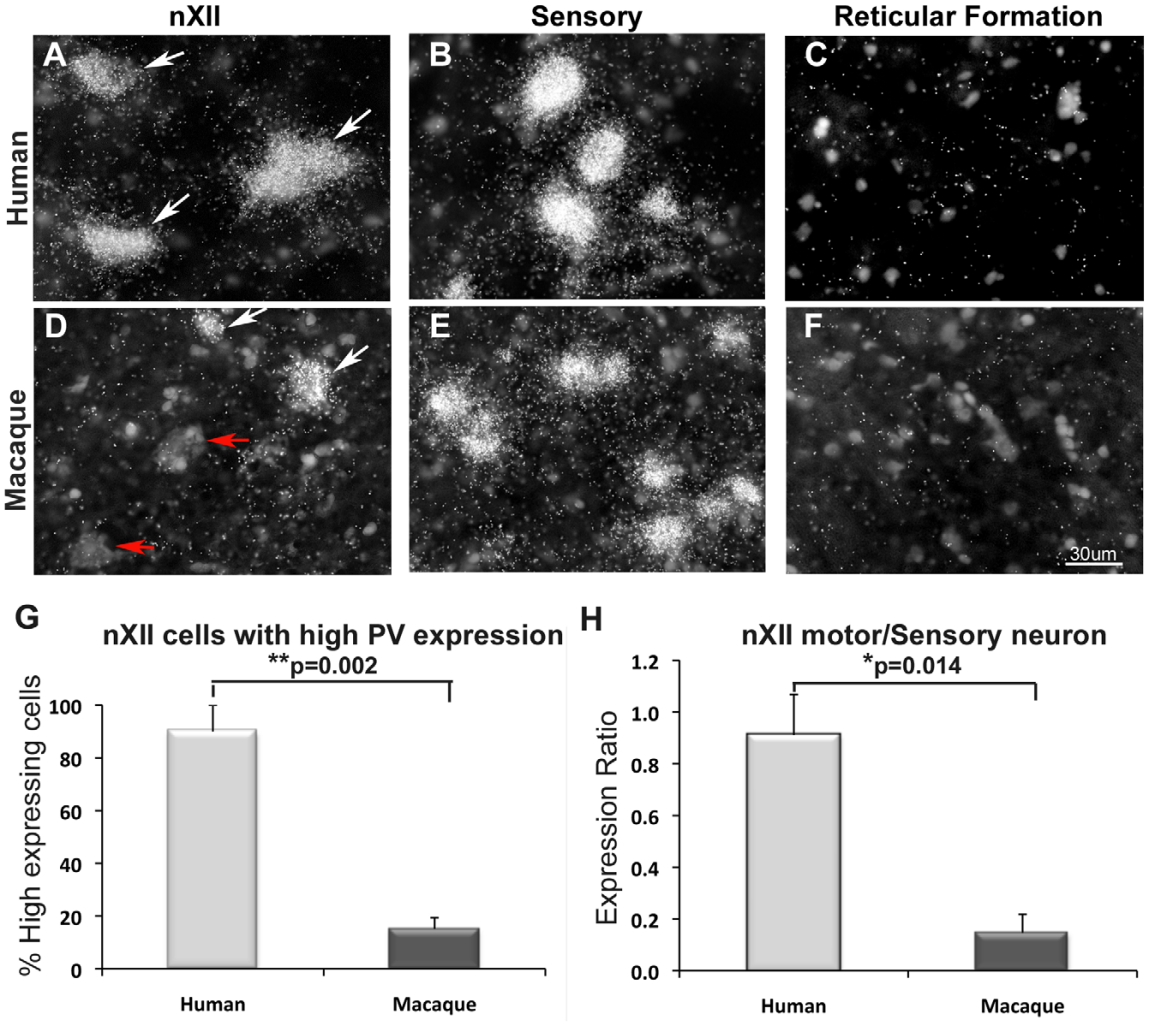
High power view and quantification of PV in nXII motor neurons of human and macaque. (A–F) Darkfield view (inverted from brightfield) of labeled (white arrows; silver-white grains over cell bodies) and non-labeled (red arrow) cells in nXII, sensory nuclei (Gr), and adjacent reticular (RT) formation of human (A–C) and macaque (D–F). Images are from the same human (A–C) and macaque (D–F) individuals for accurate comparison, but are representative of all individuals. Many cells with high PV expression were observed in human nXII and sensory nuclei, but in macaque only few were seen in nXII, mainly at the periphery of the nucleus. (G) Percent of XII motor neurons with PV expression levels at ∼25% of or greater than seen in the sensory neurons of the same individual human or macaque. Motor neurons were recognized by their large size. (H) Ratio of the PV expression (% area of silver grains over cell bodies) of the XII motor neurons divided by the average of the sensory neurons for each individual human and macaque. * p-values are from unpaired t-test. Scale bar = 30 µm (applies to all the images).

## Discussion

### PV may play an important role in multiple independent lineages of vocal learners

Prior studies in songbirds reported higher PV protein and mRNA expression in RA and HVC relative to the surrounding brain regions [22], [37], [50], but no comparisons were made with other vocal learning as well as vocal non-learning lineages. In the budgerigar, other brain areas were studied using immunohistochemistry for PV, but PV distribution in song nuclei was not determined [51]. Thus, it was not known if this specialized PV expression is specific to songbirds or convergent among vocal learners. Our study found that PV expression was selectively higher in the RA and HVC analogs as well as in the brainstem vocal motor neurons in all three avian vocal learning lineages. Further, we found that the homologous brainstem tongue motor neurons in humans had higher PV expression relative to macaques. We were not able to assess PV expression in the oral facial motor cortex of humans and non-human primates, the regions considered analogous to avian HVC and RA analogs [2], but interestingly, Sherwood et al 2004 [52] showed that PV-ir interneurons are proportionally more frequent in the orofacial primary motor cortex (i.e. face motor cortex) in hominids (humans and great apes) compared with macaques, whereas visual cortex does not show this relative increase [53]. Moreover, the hominid orofacial cortex and songbird RA are both unusual in that in addition to their GABAergic neurons, their projection neurons (layer 5 in hominids and RA to nXIIts projecting neurons in songbirds) also express PV (although weaker than in GABAergic neurons) [22], [52], a finding rarely seen in the mammalian brain [54]. In contrast, female zebra finches and macaques, which do not learn vocalizations appear to not have such PV positive projection neurons in their arcopallium or orofacial motor cortex, respectively [22], [52], although an earlier study found them in other parts of macaque motor cortex [55]. The authors of both the human and songbird studies [22], [52] independently suggested that the PV specialization in the projection neurons could be related to the evolution of vocal and orofacial mimicry. Combined with our findings, we suggest that there might be convergent PV up-regulation in forebrain and brainstem areas among vocal learners that span over 300 million years from a common ancestor [41].

Our finding is the only one that we are aware of showing convergent differential regulation of a gene in distantly related vocal learning birds and in humans. Other studies have examined only one or two lineages, only birds, or only mammals, identifying differences in neurotransmitter receptors, cell adhesion molecules and transcription factors among several vocal learning avian species [23], [28], [29], [32], [56], and the FoxP1 transcription factor across all three avian vocal learners [19], [24], [25]. Thus, further study is necessary to determine if there are any other genes that show the same level of expression convergence as PV, which we will be able to discover from our microarray experiments. The most parsimonious interpretation of our findings is that up-regulation of PV expression in motor regions for song and speech has been selected for each time the vocal learning trait evolved. Future studies will be necessary to determine if this is true for other mammalian vocal learners, such as bats, dolphins, pinnepeds, and elephants [1], [2], [57]. Nevertheless, the discovered association thus far suggests an important, unexpected, enhanced role of PV in learned vocal communication.

The main physiological role of PV in the brain is to buffer calcium. Two consequences of this buffering have been proposed: (1) the common view of neuroprotection against calcium toxicity induced by high levels of neural activity, such as that seen in fast spiking GABAergic inhibitory interneurons; and (2) a less common view for neural plasticity, by modulating Ca2+ signaling pathways and critical periods also in GABAergic interneurons [35], [36]. Consistent with the first hypothesis, motor nuclei in the brainstem and spinal cord that contain high PV levels show much less calcium deposits (an indicator of neuron damage) than those that do not contain PV [58]. Experimental over-expression of PV in motor neurons that normally express low levels of PV reduces the formation of calcium deposits and axotomy-induced death to a degree comparable with motor neurons that normally express high levels of PV [59]. Similar to PV expression, song motor pathway nuclei in songbirds have higher levels of cytochrome oxidase activity indicative of higher metabolic rates relative to the surrounding brain subdivisions [60], suggesting that they may need extra neuroprotection. Consistent with the second hypothesis, the number of PV-positive GABAergic interneurons surrounded by perineuronal nets (PNN) increases in the mammalian visual cortex and songbird HVC (GABAergic status not known) during the critical periods for ocular dominance and song learning, respectively [37], [61]. For ocular dominance column formation, when the PNN or GABAergic neurons are inactivated in the visual cortex, the critical period is extended [61]. For song learning, song production variance (measured as entropy variance and frequency variance) positively correlates with the presence of PV labeled PNN neurons in HVC [37]. Non-PNN PV-positive neurons were not assessed.

The above findings suggest that both hypotheses could be correct. Specifically, we hypothesize that enhanced expression of PV in vocal motor pathways may have been selected for to either enhance neuroprotection and plasticity of vocal production and vocal learning pathways, relative to other behaviors, multiple independent times. Enhanced protection may allow vocal learners to vocalize more often than vocal non-learners. Enhanced plasticity might allow vocal learners to have more flexible vocal behavior than other behaviors. These hypotheses are testable and should lead to greater insight into what makes song and speech special in vocal learning species.

## Materials and Methods

### Subjects

We used male zebra finches (*Taeniopygia guttata* n = 6), adult male budgerigars (*Melopsittacus undulatus* n = 4), male Anna's hummingbirds (*Calypte anna* n = 3), male ring doves (*Stereptopelia capicola* n = 4), and adult male Japanese quails (*Coturnix japonica* n = 3). All species, except hummingbirds, were bred in our aviaries at Duke University. The hummingbirds were captured in Riverside, California [19]. All of our animal experiments were performed according to Duke University guidelines and approved by Duke University Animal Care and Use Committee (protocol number: A107-08-04). We chose males for avian species, as they are usually the vocal learning sex, and males for all species to eliminate potential confounds of sex differences. Fresh frozen Rhesus macaque (*Macaca mulata; n = 3*) brainstem samples of males, age 8–9 years old, were obtained from the Oregon Primate Center. Some of the sections were cut at the Duke Histology laboratory. Human brainstem samples (n = 3), two males and one female, and over 80 years old, were obtained from the Kathleen Price Bryan Brain Bank at Duke University. A Standard Operating Procedure for handling human and non-human primate tissues was approved by the Duke University Occupational Safety Office.

### Behavior

All the avian species, except hummingbirds were isolated in sound attenuation boxes overnight. The box light was turned on the next morning for 1 hour and behavior was monitored through a camera inside of the box. Birds were provided with food and water. We used animals that did not sing in the morning, because we needed to avoid identifying neural activity-induced genes that are regulated in song nuclei by singing [46], [62]. Hummingbirds were captured in the wild using sugar water bottle traps. Prior to capture, we observed their behavior for about 1 hour after dawn using binoculars. For this experiment, we used those did not yet sing. For macaques and humans, all subjects were reported as cognitively normal, but we are not aware of the macaque's and person's vocalization status before death.

### Tissue preparation

After the behavioral observations, birds were sacrificed by quick decapitation. Brains were quickly removed (within 5 min) and embedded in OCT compound (Sakura Fine Technical, Japan) in a plastic block mold, frozen in a dry ice-ethanol bath, and kept at −80°C until use. Macaque samples were obtained within 10–15 minutes of sacrifice, the medulla was dissected, frozen on dry ice, and shipped to our lab. Human samples that gave detectable PV signal in the in-situ hybridizations were those obtained within 6–17 hrs post mortem; those obtained after 20 hrs post mortem did not have reliable signal. From these samples, the medulla was dissected, and frozen in OCT in a block mold. Coronal, frozen brains were cut at 10 µm thickness for birds and 12 um for human and macaques. Some sections were saved on polyethylene naphthalate membrane (PEN) slides (Molecular Devices, USA) for laser capture and others were mounted on plus charge slides (Fisher Scientific, USA) for in situ hybridizations. Slides were stored at −80°C until processing.

### Laser captured microdissection (LCM), RNA isolation and cDNA synthesis

PEN membrane slides were removed from −80°C and placed in fresh 75% ethanol diluted with sterile RNAse free distilled water for 5 min in an RNAse free designated hood. Slides were rinsed in distilled RNAse free water until OCT compound was dissolved. For brainstem sections, we stained with 0.3% cresyl violet in RNAse free water for 5 min to visualize nuclei better. For the forebrain sections, we did not stain them since song nuclei were easily seen due to their increased fiber density. The slides were then dehydrated in a series of freshly prepared alcohols, several dips each of 75%, 95% and 100%, in sterile 50 ml tubes with 2 changes each. The slides were placed in fresh xylene twice for 5 min each and then placed in the hood until the tissue dried (∼5 min or more). Slides were then placed under an Arcturus XT laser microdissection microscope (Molecular Devices). Target areas (RA-analog song nucleus for vocal learners, ciA for non-learners, medial or ventral-lateral iA depending on species, nXIIts, and SSp) were identified and manually outlined with the software drawing tool, adhered to Capsure Macro LCM caps (Molecular Devices) with an IR laser, cut with the UV laser, and then captured to the cap. We captured an average of 5 sections for arcopallium regions and 10 for brainstem nuclei per cap. After capture, the cap membrane with nuclei were carefully removed and placed in a 0.65 ml tube of the PicoPure RNA isolation kit which contained 50 ul of disruption buffer (Molecular Devices). Tubes were placed on a 42°C heat block for 30 min then in a −80°C freezer until all desired samples were captured. Total RNA was then isolated according to the remaining protocol steps in the PicoPure isolation kit instructions (Molecular Devices). The concentration and integrity of total RNA were measured on a 2100 Bioanalyzer (Agilent Technologies, USA) using the RNA Pico 6000 kit according to manufacturer instructions (Agilent Technologies). Five nanograms of total RNA were linearly amplified as cDNA using the uMACS SuperAmp Kit (Miltenyi Biotec, Germany). Just before cDNA amplification, a 1∶200000 dilution of Agilent One Color RNA Spike-In Mix (Agilent Technologies) was added to five nanograms of total RNA from each sample. The Spike-in recognizes only control non-vertebrate oligos on the array, which allows us to detect amplification and hybridization artifacts. Samples were linearly amplified as cDNA and labeled with Cy3-dCTP using the uMACS SuperAmp Kit (Miltenyi Biotec). After completing the reaction, the synthesized Cy3 labeled cDNA concentration was calculated with a NanoDrop 2100 (Thermo Scientific, USA). For this experiment, we used three animals for each bird species.

### Microarray hybridization and analyses

From the amplified cDNA reactions, 1.5 mg of amplified labeled product (probe) was denatured and hybridized to our custom designed songbird oligo spotted arrays (Agilent Technologies Songbird Array v2 [44]; Whitney, et al. submitted) containing oligos designed from over 44,000 relatively unique cDNA transcripts, including some splice variants. More detailed information on the arrays is available at http://aviangenomes.org/main/zebrafincholigoarray. For hybridization, the Maui hybridization system was used (BioMicrosystems, USA). The arrays were hybridized at 55°C for zebra finch probes. For the other bird species, we found that we needed to hybridize them at a lower temperature, 46°C, to obtain comparable detectable signals presumably due to lower sequence homologies.

After hybridization, the microarrays were scanned with the Axon GenePix 4000B scanner to acquire and analyze the expression data (Molecular Devices). For analysis, signal intensity on an axon array scanner was obtained in an Agilent oligoarray format. The raw data has been deposited in a MIAME compliant database, GEO (accession # GSE28395 for the arcopallium experiments and GSE33667 for the brainstem experiments). The data was extracted in R using the Agi4×44PreProcess Bioconductor library (R Foundation for Statistical Computing, Austria). The values were normalized using median centered log2 transformation. Raw and normalized expression distributions were evaluated for sample quality control using the normalization centering profile, the normalization factor, and a cross-sample correlation analysis. Normalization was evaluated with VSN (variance stabilization normalization)-Scale Factor package in R. VSN-Scale Factor was chosen because it performed the least manipulation of the original intensity profiles, and normalizes samples among themselves. Because avian species more distant from zebra finch may not efficiently produce a signal from all oligos, we normalized based on a scale factor within species and then compared results across species. Scale Factor normalizes based upon the 40^th^ to 60^th^ percentile range of detected oligos, and produced output suitable to review the detection efficiencies across all oligos. When a sample's normalization factor exceeded 10 or when the normalization centering profile substantially diverged from those of the same species, microarray hybridization of the sample was repeated. One of the quail samples was discarded due to low quality hybridization, even upon replication.

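The brainstem arrays analysed here include 3 quails with both nuclei. The median intensities were 40.8 for nXIIts and 36.1 for SSp in quail replicate 1, 23.6 and 45.2 in replicate 2, and 44 and 40.5 in replicate 3. The nXIIts array of replicate 2 was the dimmest of the 6 and had 89 spots marked as outliers by the scanner software, against 34 to 57 on the other 5. Which quail the paper discarded was not inferred from these values, and the PV values of the Fig. 2B oligo, the combined PV oligos and the counts of oligos were computed again with each quail left out in turn. The comparisons between pairs of species were not. The difference in PV between the traits was 1.46 without quail replicate 1, the highest of these leave-one-out values.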

Due to the noisy nature of microarrays, which is further enhanced by cross-species hybridizations, we decided to perform microarray statistical analyses on traits (vocal learning vs non-learning) as the grouping variable rather than species. This approach does not allow independent analyses within species, but increases sample size of the group of interest. To perform a sensitive test of how much a gene differs between brain regions relative to all other genes on the array, normalized data was statistically analyzed using the Bioconductor R package using the empirical Bayes (eBayes) method of the “limma” to adjust the t-statistics as described for microarays [63] (http://rss.acs.unt.edu/Rdoc/library/limma/html/ebayes.html). First, the log2 normalized intensities of the experimental region (e.g. RA or ciA) were subtracted from the control region (iA) in per pairwise comparisons for each bird, yielding residual log2 intensities. We extracted the matrix data for only the subset of relevant samples for comparison, where each sample (animal) was a row, and the columns represent vocal learners (n = 9; 3 individuals ×3 species) and vocal non-learners (n = 5; 3 doves+2 quails). Then we fitted a linear model (using lmFit, function in R) using the subset matrix, and the design matrix. We then computed a moderated *t*-statistic using an empirical Bayes shrinkage of standard errors (using the eBayes, function in R). We generated summary tables using the topTable function in R. These files were created as text files with the file name containing “pairedRatiosVocalTtest”. This analyses yielded ranked list of transcripts that were differentially expressed in vocal learners versus non-learners at p<0.01. The topTable was used to generate Benjamini-Hochberg false discovery rates (FDR), commonly used in microarray analyses, at p<0.2. This FDR method provided a good balance between discovery of statistically significant genes and limitation of false positive occurrences (http://www.silicongenetics.com/Support/GeneSpring/GSnotes/analysis_guides/mtc.pdf). However, in practice, we did not use the values as it was not informative for identifying true positives.

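For nXIIts against SSp, 397 of the oligos tested with limma had an unadjusted p under 0.01 between vocal learners and vocal non-learners, 142 of them higher and 255 lower in vocal learners. If no oligo differed, 431.2 would be expected at this threshold. Random splits of the birds into 8 and 6 gave a lower median of 232, with a range of 121 to 897. Of 100 splits, the real one included, 19 gave as many as 397, so chance cannot be excluded. At an unadjusted p under 0.05 there were 2430 oligos, against 2156 by chance. No oligo had a false discovery rate under 0.2, since the smallest adjusted p from limma was 0.82. In simulated data with 200 oligos shifted by 3 on the log2 scale between the traits, 83.5% of them were recovered at an unadjusted p under 0.01. That shift is larger than the PV difference of 1.18, and the simulated birds had no differences between species. The recovery of a difference as small as that of PV was not simulated. The array files give the oligos named here by clone ID without gene names. The oligo with the smallest p among those higher in vocal learners was 0203P0012E05, higher by 5.15 (limma adjusted p = 0.82). Its value was above 0 in all 8 vocal learners and in 1 of the 6 vocal non-learners, but it was well above background on only 16 of the 28 arrays. Oligo 0203P0029K14 was lower in vocal learners by a learner minus non-learner value of -2.26 (limma adjusted p = 0.82), above 0 in all 6 vocal non-learners and in 0 of the 8 vocal learners. The number of oligos at p under 0.01 moved most when the quails were left out, to 844.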

### In situ hybridization

Radioactive ^35^S in situ hybridizations were performed as previously described [23]. In brief, sections were fixed in 3% paraformaldehyde, rinsed with 1× phosphate-buffer saline (PBS), dehydrated in ethanol, air dried, and hybridized with 1×10^6^ cpm per slide of antisense and sense ^35^S-UTP-labeled riboprobes of the gene of interest. We generated riboprobes from cloned cDNA of zebra finch PV (NCBI accession # DQ215755), zebra finch ER81 (accession # DV582566), chicken GDNF family receptor alpha1 (accession # NM_205102), human. PV (accession # NM_145793.3), and GDNF family receptor alpha 1 (accession # NM_002854). Clones were from our cDNA library collection [46], except human PV and GDNF family receptor alpha 1, which were from Thermo Scientific. We used some slides from the same animals that we used for microarray experiments, as well as additional animals to confirm the patterns. We hybridized at 65°C for zebra finch, human, and macaque. We used a lower hybridization temperature, 60°C, for species of other avian orders. After hybridization, slides were dehydrated and exposed to X-ray films (Kodak, USA) for 1–7 days. Slides were then dipped in autoradiographic emulsion (Kodak) and incubated at 4°C for 1–2 days for zebra finch PV and 3 days for the other species. They were then processed with D-19 developer (Kodak) and fixer (Kodak), washed, counterstained with cresyl-violet acetate solution (Sigma, USA) and coverslipped with Permount (Sigma). Sense probes did not show any specific signals.

### Quantification and Statistics for in situ hybridization

Quantification of in situ images for birds was performed similarly as previously described [46]. Autoradiographic images of brain sections exposed to X-ray films were digitally captured using an Olympus MVX10 microscope (Olympus, Japan) connected to a DP71 camera (Olympus) and DP Controller software. Adobe Photoshop CS3 (Adobe Systems, USA) was used to measure the mean pixel intensities on a 256 gray scale in the areas of interest. We measured two adjacent areas and used the average for statistical analyses. We did not subtract the background value on the slide without tissue, because some regions (i.e. PV in non-learner nXIIts) showed barely any expression, sometimes resulting in negative values. Further, our ratio analyses reduced the need for background values. All the background values did not significantly differ from each group and each animal. First, we used paired t-tests on the raw values to test for significant differences within each species. Second, we used ratios and unpaired t-tests to test for differences between vocal learning and non-learning groups.

A quantification for human and macaque sections was done differently due to: 1) greater spacing of motor neurons in these larger brains, making it difficult to quantify from the X-ray films; and 2) variation in signal intensity of the human samples as a result of variation in time of freezing the tissue post mortem. We took brightfield images of nXII, sensory nuclei (e.g. Gr) and other brain regions using a compound microscope (Olympus) at 40X magnification from at least 2 adjacent sections. We then used the threshold function of Image J from NIH (Wayne Rasband) to select as many silver grains as possible without selecting the Nissl stain signal. We then used the drawing selection tool to draw an outline around each motor or sensory neuron, and then measured the % area taken up by selected thresholded grains for 10–20 neurons for each individual per brain region. The % area taken up by silver grains was divided by the area of the cell body selected. We then subtracted out background from label in the reticular formation cells or equivalent size area in the neuropil between motor neurons to obtain a final number of % area-background. The background grains typically ranged from 0.5–4%. To calculate the relative number of cells in XII that had high expression levels of PV, we used a cut off of ∼25% of or greater than the level seen in the sensory neurons of the same individual human or macaque, from the same brain sections. The value of 25% or greater approximately corresponded to what we perceive by eye as highly labeled (in Fig. 8A–F, arrows). To calculate the ratio of the PV expression in nXII versus sensory neurons, we used % area average of the XII motor neuron cells divided by the % area average of the sensory neurons for each individual human and macaque. This is similar to the expression ratio calculation between nXIIts and SSp in birds, except using the sensory neurons in the same section instead of SSp. Statistical analyses between human and macaque were conducted using unpaired *t*-test.

## References

[1] Janik VM, Salater PB (1997). Vocal learning in mammals.. Adv Study Behav.

[2] Jarvis ED (2004). Learned birdsong and the neurobiology of human language.. Ann N Y Acad Sci.

[3] Doupe AJ, Kuhl PK (1999). Birdsong and human speech: common themes and mechanisms.. Annu Rev Neurosci.

[4] Hauser MD, Chomsky N, Fitch WT (2002). The faculty of language: what is it, who has it, and how did it evolve?. Science.

[5] Nottebohm F (1972). The origins of vocal learning.. The American Naturalist.

[6] Jurgens U (2002). Neural pathways underlying vocal control.. Neurosci Biobehav Rev.

[7] Fitch WT, Huber L, Bugnyar T (2010). Social cognition and the evolution of language: constructing cognitive phylogenies.. Neuron.

[8] Nottebohm F, Stokes TM, Leonard CM (1976). Central control of song in the canary, Serinus canarius.. J Comp Neurol.

[9] Scharff C, Nottebohm F (1991). A comparative study of the behavioral deficits following lesions of various parts of the zebra finch song system: implications for vocal learning.. J Neurosci.

[10] Jarvis ED, Ribeiro S, da Silva ML, Ventura D, Vielliard J (2000). Behaviourally driven gene expression reveals song nuclei in hummingbird brain.. Nature.

[11] Wild JM (1997). Neural pathways for the control of birdsong production.. Journal of Neurobiology.

[12] Deacon TW (2000). Evolutionary perspectives on language and brain plasticity.. J Commun Disord.

[13] Fischer J, Hammerschmidt K (2010). Ultrasonic vocalizations in mouse models for speech and socio-cognitive disorders: insights into the evolution of vocal communication.. Genes Brain Behav.

[14] Kuypers HG (1958). Some projections from the peri-central cortex to the pons and lower brain stem in monkey and chimpanzee.. J Comp Neurol.

[15] Kuypers HG (1958). Corticobular connexions to the pons and lower brain-stem in man: an anatomical study.. Brain.

[16] Wild JM (1994). The auditory-vocal-respiratory axis in birds.. Brain Behav Evol.

[17] Wild JM, Li D, Eagleton C (1997). Projections of the dorsomedial nucleus of the intercollicular complex (DM) in relation to respiratory-vocal nuclei in the brainstem of pigeon (Columba livia) and zebra finch (Taeniopygia guttata).. J Comp Neurol.

[18] Jurgens U, Alipour M (2002). A comparative study on the cortico-hypoglossal connections in primates, using biotin dextranamine.. Neurosci Lett.

[19] Feenders G, Liedvogel M, Rivas M, Zapka M, Horita H (2008). Molecular mapping of movement-associated areas in the avian brain: a motor theory for vocal learning origin.. PLoS One.

[20] Dubbeldam JL (1998). The neural substrate for ‘learned’ and ‘nonlearned’ activities in birds: a discussion of the organization of bulbar reticular premotor systems with side-lights on the mammalian situation.. Acta Anat (Basel).

[21] Bottjer SW, Brady JD, Cribbs B (2000). Connections of a motor cortical region in zebra finches: relation to pathways for vocal learning.. J Comp Neurol.

[22] Wild JM, Williams MN, Suthers RA (2001). Parvalbumin-positive projection neurons characterise the vocal premotor pathway in male, but not female, zebra finches.. Brain Res.

[23] Wada K, Sakaguchi H, Jarvis ED, Hagiwara M (2004). Differential expression of glutamate receptors in avian neural pathways for learned vocalization.. J Comp Neurol.

[24] Haesler S, Wada K, Nshdejan A, Morrisey EE, Lints T (2004). FoxP2 expression in avian vocal learners and non-learners.. J Neurosci.

[25] Teramitsu I, Kudo LC, London SE, Geschwind DH, White SA (2004). Parallel FoxP1 and FoxP2 expression in songbird and human brain predicts functional interaction.. J Neurosci.

[26] Li X, Wang XJ, Tannenhauser J, Podell S, Mukherjee P (2007). Genomic resources for songbird research and their use in characterizing gene expression during brain development.. Proc Natl Acad Sci U S A.

[27] Lovell PV, Clayton DF, Replogle KL, Mello CV (2008). Birdsong “transcriptomics”: neurochemical specializations of the oscine song system.. PLoS One.

[28] Matsunaga E, Kato M, Okanoya K (2008). Comparative analysis of gene expressions among avian brains: a molecular approach to the evolution of vocal learning.. Brain Res Bull.

[29] Matsunaga E, Okanoya K (2009). Evolution and diversity in avian vocal system: an Evo-Devo model from the morphological and behavioral perspectives.. Dev Growth Differ.

[30] Fisher SE, Marcus GF (2006). The eloquent ape: genes, brains and the evolution of language.. Nat Rev Genet.

[31] Johnson MB, Kawasawa YI, Mason CE, Krsnik Z, Coppola G (2009). Functional and evolutionary insights into human brain development through global transcriptome analysis.. Neuron.

[32] Haesler S, Rochefort C, Georgi B, Licznerski P, Osten P (2007). Incomplete and inaccurate vocal imitation after knockdown of FoxP2 in songbird basal ganglia nucleus Area X.. PLoS Biol.

[33] Fisher SE, Scharff C (2009). FOXP2 as a molecular window into speech and language.. Trends Genet.

[34] Horn D, Kapeller J, Rivera-Brugues N, Moog U, Lorenz-Depiereux B (2010). Identification of FOXP1 deletions in three unrelated patients with mental retardation and significant speech and language deficits.. Hum Mutat.

[35] Schwaller B, Meyer M, Schiffmann S (2002). ‘New’ functions for ‘old’ proteins: the role of the calcium-binding proteins calbindin D-28k, calretinin and parvalbumin, in cerebellar physiology. Studies with knockout mice.. Cerebellum.

[36] Hensch TK (2005). Critical period plasticity in local cortical circuits.. Nat Rev Neurosci.

[37] Balmer TS, Carels VM, Frisch JL, Nick TA (2009). Modulation of perineuronal nets and parvalbumin with developmental song learning.. J Neurosci.

[38] Striedter GF (1994). The vocal control pathways in budgerigars differ from those in songbirds.. J Comp Neurol.

[39] Durand SE, Heaton JT, Amateau SK, Brauth SE (1997). Vocal control pathways through the anterior forebrain of a parrot (Melopsittacus undulatus).. J Comp Neurol.

[40] Gahr M (2000). Neural song control system of hummingbirds: comparison to swifts, vocal learning (Songbirds) and nonlearning (Suboscines) passerines, and vocal learning (Budgerigars) and nonlearning (Dove, owl, gull, quail, chicken) nonpasserines.. J Comp Neurol.

[41] Jarvis ED, Gunturkun O, Bruce L, Csillag A, Karten H (2005). Avian brains and a new understanding of vertebrate brain evolution.. Nat Rev Neurosci.

[42] Reiner A, Perkel DJ, Bruce LL, Butler AB, Csillag A (2004). Revised nomenclature for avian telencephalon and some related brainstem nuclei.. J Comp Neurol.

[43] Wild JM, Williams MN, Suthers RA (2000). Neural pathways for bilateral vocal control in songbirds.. J Comp Neurol.

[44] Warren WC, Clayton DF, Ellegren H, Arnold AP, Hillier LW (2010). The genome of a songbird.. Nature.

[45] Roulhac PL, Ward JM, Thompson JW, Soderblom EJ, Silva M (2011). Microproteomics: quantitative proteomic profiling of small numbers of laser-captured cells.. Cold Spring Harb Protoc.

[46] Wada K, Howard JT, McConnell P, Whitney O, Lints T (2006). A molecular neuroethological approach for identifying and characterizing a cascade of behaviorally regulated genes.. Proc Natl Acad Sci U S A.

[47] Nomura T, Takahashi M, Hara Y, Osumi N (2008). Patterns of neurogenesis and amplitude of Reelin expression are essential for making a mammalian-type cortex.. PLoS One.

[48] Roberts TF, Wild JM, Kubke MF, Mooney R (2007). Homogeneity of intrinsic properties of sexually dimorphic vocal motoneurons in male and female zebra finches.. J Comp Neurol.

[49] Reiner A, Medina L, Figueredo-Cardenas G, Anfinson S (1995). Brainstem motoneuron pools that are selectively resistant in amyotrophic lateral sclerosis are preferentially enriched in parvalbumin: evidence from monkey brainstem for a calcium-mediated mechanism in sporadic ALS.. Exp Neurol.

[50] Wild JM, Williams MN, Howie GJ, Mooney R (2005). Calcium-binding proteins define interneurons in HVC of the zebra finch (Taeniopygia guttata).. J Comp Neurol.

[51] Roberts TF, Hall WS, Brauth SE (2002). Organization of the avian basal forebrain: chemical anatomy in the parrot (Melopsittacus undulatus).. J Comp Neurol.

[52] Sherwood CC, Holloway RL, Erwin JM, Hof PR (2004). Cortical orofacial motor representation in Old World monkeys, great apes, and humans. II. Stereologic analysis of chemoarchitecture.. Brain Behav Evol.

[53] Sherwood CC, Raghanti MA, Stimpson CD, Bonar CJ, de Sousa AA (2007). Scaling of inhibitory interneurons in areas v1 and v2 of anthropoid primates as revealed by calcium-binding protein immunohistochemistry.. Brain Behav Evol.

[54] Hof PR, Glezer II, Conde F, Flagg RA, Rubin MB (1999). Cellular distribution of the calcium-binding proteins parvalbumin, calbindin, and calretinin in the neocortex of mammals: phylogenetic and developmental patterns.. J Chem Neuroanat.

[55] Preuss TM, Kaas JH (1996). Parvalbumin-like immunoreactivity of layer V pyramidal cells in the motor and somatosensory cortex of adult primates.. Brain Res.

[56] Ball GF (1994). Neurochemical specializations associated with vocal learning and production in songbirds and budgerigars.. Brain Behav Evol.

[57] Tyack PL (2008). Convergence of calls as animals form social bonds, active compensation for noisy communication channels, and the evolution of vocal learning in mammals.. J Comp Psychol.

[58] Obal I, Engelhardt JI, Siklos L (2006). Axotomy induces contrasting changes in calcium and calcium-binding proteins in oculomotor and hypoglossal nuclei of Balb/c mice.. J Comp Neurol.

[59] Paizs M, Engelhardt JI, Katarova Z, Siklos L (2010). Hypoglossal motor neurons display a reduced calcium increase after axotomy in mice with upregulated parvalbumin.. J Comp Neurol.

[60] Adret P, Margoliash D (2002). Metabolic and neural activity in the song system nucleus robustus archistriatalis: effect of age and gender.. J Comp Neurol.

[61] Hensch TK (2005). Critical period mechanisms in developing visual cortex.. Curr Top Dev Biol.

[62] Jarvis ED, Nottebohm F (1997). Motor-driven gene expression.. Proc Natl Acad Sci U S A.

[63] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments.. Stat Appl Genet Mol Biol.

[64] Hackett SJ, Kimball RT, Reddy S, Bowie RC, Braun EL (2008). A phylogenomic study of birds reveals their evolutionary history.. Science.

[65] Simonyan K, Horwitz B (2011). Laryngeal motor cortex and control of speech in humans.. Neuroscientist.

How the deposited data were processed for this re-analysis (not part of the article)

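Gene expression was measured with one-color arrays in 2 brainstem motor nuclei, nXIIts and SSp, of 14 male birds. These were 3 zebra finches, 3 budgerigars, 2 Anna's hummingbirds, 3 ring doves and 3 Japanese quails, giving 8 vocal learners and 6 vocal non-learners. Species, nucleus and replicate number were taken from the sample labels and traits from the paper. Arrays with the same species and replicate number were taken as one bird. This is an inference, since the methods subtract brain regions within each bird but do not tie replicate numbers to birds. Arrays of the arcopallium were not used here.

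The authors captured the nuclei by laser, amplified the RNA, hybridized Cy3-labeled product to a custom Agilent songbird array and scanned it. They deposited, for each array, the fluorescence intensity of every spot before and after background correction, with marks for spots that are outliers, saturated or well above background. They also deposited a table of the processed intensity of each oligo, whose values lay within 0.498% of the processed signal in the scanner output (median 0.0731%), so it was no independent test. The settings of the image software beyond this were not used here. No pair of arrays held identical values. The highest correlation between 2 arrays was 0.963.

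From the processed intensity, the log2 value was taken, control spots and spots marked as outliers were left out, and spots of one oligo were averaged (76 of the 43125 oligos have repeat spots). Saturated spots were kept. Each array was centered on its mean over the 40th to 60th percentile range of the oligos detected in the species, where detected means well above background on at least 50% of its arrays. The methods name this range, and the package they name was not used here. The difference nXIIts minus SSp was taken within each bird, so the bird is a block in every fit. R 4.3.3 was used with limma 3.58.1 (lmFit and eBayes) and data.table 1.17.8, and Python 3.11.15 with matplotlib 3.10.9 for the figure. The limma fits used a mean per trait for vocal learners against vocal non-learners, and a mean per species for nXIIts against SSp, with adjustment by Benjamini-Hochberg. Every oligo that is not a control was tested. Thresholds were an unadjusted p under 0.01 and a false discovery rate under 0.2 for the traits, after the methods, and a false discovery rate under 0.05 for the nuclei. Values of single oligos were also tested by exact two-sided permutation of birds (3003 splits) and of species (10 splits).

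The correlation between the deviations of a bird's 2 arrays from their group means was between -0.056 and 0.43 (median 0.19), and over 0.1 in 11 of the 14 birds, so the arrays alone do not settle the pairing.

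The fits were tested on simulated data with 200 of the 43125 oligos shifted by 3 on the log2 scale. For the traits, 83.5% of them were recovered at an unadjusted p under 0.01, and 71% at a false discovery rate under 0.2. For nXIIts against SSp over all birds, 95.5% were recovered at a false discovery rate under 0.05. The simulated noise was independent between birds, without differences between species, and smaller shifts were not simulated.

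The oligos that the text names were set by a rule fixed beforehand. It takes every oligo of a clone in Fig. 2, every oligo annotated as PV, GDNF family receptor alpha 1 or ER81, and the 5 oligos with the smallest p in each direction for each comparison. The latter had to be well above background on at least 50% of the arrays and changed the same way in every bird of a trait, or in every bird. The files do not pair clone IDs with gene names, so at most 2 rising and 2 falling IDs are printed. PV is not annotated in the files either, and 8 PV oligos were taken from the clone IDs of Fig. 2 and from identical sequence. The Fig. 2B oligo and the 3 that overlap it were combined for the combined value. This set, its p threshold of 0.05 and the limit of rank 100 for calling a rank high were set once the sequences had been read. GDNF family receptor alpha 1 was identified through the sequence record that the methods name, and ER81 through names in the array files. Of 40 RefSeq accessions in the files, 7 matched the reference table. Of 53 genes in 6 lists of cell type markers, 0 were named in the files, under the 80% required, so all of these lists are void.

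Alternatives set before the data were examined were normexp background correction of the mean signal (offset 50), scaling to the 75th percentile, quantile normalization within species and across all arrays, the deposited table, a filter on dim oligos (21549 oligos kept), spots marked as outliers kept, the slide as a block, no pairing within birds, species as a random block, one value per species, each species and each bird left out in turn, an intensity trend with robust moderation, the methods' unpaired test of the combined oligos, and the oligos of the Fig. 2 clones in place of the overlapping ones. One was added after seeing the data, a loess fit (span 0.3) of the difference on brightness within each bird. Regrouping tests drew 100 splits. The precision is limited by the number of arrays and by the low signal of some, and values of oligos not well above background are bounds.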

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

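The tests on the brightness of the arrays, on the share of oligos that differ within a bird, on the loess fit, on the oligos compared with PV in every bird and on single birds left out of a pair of species were chosen only after the result was seen.

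In 2 birds far more oligos differed between nXIIts and SSp than in the others. In dove replicate 3, 63.2% of the oligos differed by over 1 on the log2 scale, against 19.1% to 30.5% in the other vocal non-learners. In budgerigar replicate 1 the share was 56.4%, against 12.6% to 29.6% in the other vocal learners. Both stood apart from the rest of their trait by Dixon's test, which was applied to 11 groups and gives about 1 in 20 by chance. The nXIIts arrays of both birds were dim, with a median intensity of 15 in the dove and 24.6 in the budgerigar, against 49 and 63 for SSp of the same birds. The nXIIts array of budgerigar replicate 1 also stood apart among the budgerigar arrays, with 64.4% of its spots well above background against 75.3% to 78.4% on the other 5. The same was true of the nXIIts array of quail replicate 2, at 63.9% against 69.6% to 72.5%. In this quail, however, only 24.5% of the oligos differed by over 1. Its log2 ratio of median intensities, nXIIts over SSp, was -0.935, less extreme than -1.71 in the dove and -1.35 in the budgerigar. This quail therefore cannot tell whether a dim array alone gives a large share. A small or degraded RNA sample may lie behind the shares of 63.2% and 56.4%, but the amount and quality of RNA are not used here. The design names no condition that sets these birds apart, and no biological explanation was tested.

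Dove replicate 3 also had the largest decrease of PV, at -3.45 for oligo 0203P0055E12. A loess fit within the bird moved 23.9% of its oligos by over 0.5 and left PV at -3.70, outside the range of the other 2 doves after the same fit (-1.87 to -1.13), which argues against an intensity-dependent bias as the whole cause. PV oligos of another site did not follow in this bird, with values of 0.97, 0.88 and -0.30 where the Fig. 2B oligo and the oligos that overlap it averaged -3.69. With 63.2% of its oligos differing by over 1, disagreement between oligos of one gene could arise in this bird from its arrays alone. Without it, the dove mean was -1.26 in place of -1.99, and the difference between the traits 0.77 in place of 1.18.

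The PV difference between nXIIts and SSp was higher in budgerigars than in doves by 2.43 (limma adjusted p = 0.037 over the 10 pairs of species). The fit shares one spread among all species, while the SD was 0.68 in budgerigars and 1.33 in doves. PV was lower in nXIIts in all 3 doves and in 1 of the 3 budgerigars. The adjusted call did not hold without single birds. Without dove replicate 3 the difference was 1.70 (limma adjusted p = 0.0902) and without budgerigar replicate 1 it was 2.04 (limma adjusted p = 0.0867), and of the 6 budgerigars and doves only leaving out dove replicate 2 kept the adjusted p under 0.05. After loess the difference was 2.24 (limma adjusted p = 0.0335). On the one slide that held both species the difference was 1.78. Both species were hybridized at 46°C. A dimmer nXIIts array than SSp array in the birds with lower PV was tested as a candidate explanation. Over the 14 birds, the PV difference and the log2 ratio of the median intensities had a Pearson r of 0.251 (permutation p = 0.384) and a Spearman rho of 0.2 (permutation p = 0.493), both with an adjusted p of 0.493 over these 2 tests. Without dove replicate 3 and budgerigar replicate 1, the 2 birds with the most extreme ratios, r was 0.162. Compared with 500 oligos of like brightness in the same bird, which share an effect of array brightness, the Fig. 2B oligo lay at the 0.4, 0.2 and 0 percentile in the 3 doves and in the lowest 5% in 7 of the 8 hummingbirds, doves and quails. With the loess value above, this argues against array brightness as the whole cause of the lower PV. An effect on single oligos that loess and like brightness do not capture stays open. A hummingbird with a brighter nXIIts array than SSp array had a low PV value (-1.14). The highest PV value, 1.22 in budgerigar replicate 1 with its dim nXIIts array, was not specific to PV, since it lay at the 70.6 percentile of oligos of like brightness and fell to 0.07 after loess. Vocal learning and other differences between the 2 species stay open, since each species has one trait.

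Outside PV, 25 oligos differed between nXIIts and SSp over all birds at a false discovery rate under 0.05 by limma, 7 higher and 18 lower in nXIIts. Exchanging the nuclei at random within birds gave as many in 1 of 100 draws, the real one, and at most 7 in the others, so chance can be excluded at this level. Oligo 0203P0010L19 was lower in nXIIts in all 14 birds, by a mean of -3.35 (adjusted p = 0.0122), and was well above background on 24 of the 28 arrays. Oligo 0203P0053E02 was higher in nXIIts in all 14 birds by 1.28 (adjusted p = 0.0816). The count rests on single birds, since without hummingbird replicate 3 it was 0 and the highest count with any bird left out was 18. It was also 0 with species as a random block, and its normexp value was 76. A difference between the 2 motor nuclei stays open as a biological explanation. Different amounts of other cells captured with the motor neurons could not be tested, because the files name none of the marker genes.

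In zebra finches 422 oligos passed the same threshold, 153 higher and 269 lower in nXIIts, against 8 in budgerigars, 4 in hummingbirds, 6 in doves and 7 in quails. Whether this comes from the spread shared by all species in one fit stays open. With each species fitted alone, limma called 0 oligos in each of the 4 species with 3 birds. It called 207 in hummingbirds with 2 birds (854 at an unadjusted p under 0.01). These 2 birds went the same way in only 37.4% of the oligos, where 50% would by chance, so no conclusion is drawn from their count. At an unadjusted p under 0.01 there were 981 in zebra finches against 351 in budgerigars, 498 in doves and 419 in quails. At an unadjusted p under 0.05 in the shared fit there were 3881 in zebra finches and 5897 in doves. A brighter signal, the higher hybridization temperature, the other scan batch and a closer match of the oligos to zebra finch sequence all go with this species, and cannot be told apart from zebra finch biology.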

How the results depend on the processing

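The loess fit was the one setting chosen only after the result was seen, and all others were listed before the data were examined. The combined oligos themselves were grouped only once the sequences had been read, so the oligos of the Fig. 2 clones, listed beforehand as an alternative, stand in for a set defined later. For most results 32 alternatives were run, 14 of them leaving out 1 bird. All p-values are from limma unless a permutation is named.

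The PV difference of the Fig. 2B oligo between the traits stayed positive in all 32 alternatives, from 0.18 with the slide as a block (limma adjusted p = 1) to 1.77 without the quails (limma adjusted p = 0.559). It was past an unadjusted p of 0.01 only without the hummingbirds, at 1.60 (limma adjusted p = 0.793). The unadjusted limma p was 0.00874 there and up to 0.782 elsewhere. With one bird left out it was between 0.77 (without dove replicate 3) and 1.46 (without quail replicate 1). The rank of this oligo was between 384 (without the hummingbirds) and 32891 (slide as a block), and with one bird left out between 882 and 5259. With the slide as a block the value rests on 4 slides only. Each of these held 1 vocal learner and 1 vocal non-learner, so the value is the mean difference of those birds. The zebra finches, budgerigar replicate 1 (1.22), dove replicate 3 (-3.45) and quail replicate 3 (-1.32) were on other slides. The fall thus comes with the birds that are left, and it does not show an effect of the slides.

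The combined oligos were at 1.21 with an exact permutation p of 0.0526, and of 33 alternatives 8 were past 0.05. These were 1.36 under normexp (exact permutation p = 0.029), 1.64 without the hummingbirds (0.0108), 1.84 without the quails (0.0303), 1.21 with species as a random block (limma p = 0.0425), 1.21 with no replicate block (limma p = 0.0233) and 3 that left out one bird. The random block and the unblocked fit change the test from permutation to limma. The random block used a correlation within species of -0.0118, estimated over all oligos, so it hardly changed the fit. The unblocked fit takes a mean per species and nucleus. Neither sets the trait against the spread between species, where exact permutation of whole species gave p = 0.3 for the combined oligos. The other settings were not past 0.05. The lowest values were 0.16 with the slide as a block (limma p of 0.808) and 0.57 without the doves (exact permutation p = 0.364), and the oligos of the Fig. 2 clones gave 0.93, in part from values near background in quail replicates 2 and 3. With one bird left out the value was between 0.77 and 1.52. The methods' unpaired t-test gave 0.0557 in place of the permutation p.

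Of the single species, the zebra finch mean went from -0.03 to 0.10 without zebra finch replicate 4. With one bird left out it was between -0.13 and 0.10. It was lower with no bird left out under quantile normalization within species (-0.18), quantile normalization across all arrays (-0.24) and loess (-0.18). With all its birds kept, the budgerigar mean of 0.44 fell to 0.22 under normexp, 0.05 under either quantile normalization and 0.01 under loess, so its height depends on the normalization. Its limma adjusted p passed no threshold in any setting. The other leave-one-out ranges were 0.05 to 0.67 in budgerigars, -1.83 to -1.14 in hummingbirds, -2.56 to -1.26 in doves and -1.21 to -0.54 in quails. Leaving out dove replicate 3 lowers the spread shared by all species. Without it the hummingbirds passed an unadjusted p of 0.01 at an unchanged -1.49 (unadjusted limma p of 0.00942, adjusted p = 0.688), and the doves no longer did at -1.26 (unadjusted limma p of 0.0225, adjusted p = 0.585). With 1 hummingbird left, that bird is assumed to vary like the others. The slide, the random block and one value per species give no value for single species.

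The 397 oligos at an unadjusted p under 0.01 between the traits became 173 with the filter on dim oligos, which tests fewer oligos, 246 with the slide as a block, 241 with one value per species and 844 without the quails. With one bird left out the count was 299 to 541. At a false discovery rate under 0.2 the count of 0 became 10 without the doves and 2 without the quails, and stayed 0 (lowest and highest) with one bird left out.

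With no replicate block the count at a false discovery rate under 0.2 went from 0 to 3, and besides the combined oligos no other call changed. That fit also takes out the differences between species, so these changes cannot be put down to the pairing of arrays alone.

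The 25 oligos between nXIIts and SSp were the least stable count. It was 76 under normexp, 41 under quantile normalization within species, and 0 with species as a random block, with one value per species and with an intensity trend and robust moderation. It was 1 without the zebra finches, 1 without the budgerigars, 7 without the hummingbirds and 0 without the doves. With one bird left out it was 0 (without hummingbird replicate 3) to 18. For the counts of 0, limma gave 4305 oligos at an unadjusted p under 0.05 in the setting reported. The slide as a block gives no value here, since both nuclei of a bird share a slide. Fewer birds or values account for part of the falls in the settings that leave out birds or average species. The other causes were not tested. The intensity trend was fitted to oligos without missing values only.

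Low signal limits the dim nXIIts arrays of dove replicate 3, budgerigar replicate 1 and quail replicate 2, where oligos near background have values that are bounds.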

Differences from the paper's values

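The within-trait test was chosen only after the result was seen, as was the loess fit.

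The paper places PV within the top 100 candidates for nXIIts. Here the Fig. 2B oligo had rank 2188 by limma for vocal learners against vocal non-learners, and the highest rank among the 8 PV oligos was 247, for an oligo with values in 11 birds, while an oligo of the same sequence with values in all 14 birds had rank 1489. Within the vocal non-learners alone, the test of the other reading given below, the Fig. 2B oligo had rank 431. The rank of the Fig. 2B oligo was outside the top 100 in all 32 alternatives, among them every one set before the data were examined. Only this PV oligo was ranked again in them, and fewer PV oligos were examined than the paper counts. The paper speaks of candidate genes, while single oligos are ranked here. No alternative holds its 9 vocal learners and 5 vocal non-learners, so these ranks do not settle its statement. The rank of the Fig. 2B oligo came closest at 384 without the hummingbirds and at 455 under normexp.

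Fig. 2B draws its mark on a bracket from the vocal learners to the vocal non-learners, while the legend gives the mark as a paired test within each group of species that share a trait. Read as the legend has it, no mismatch was found for the vocal non-learners, whose decrease had an unadjusted limma p of 0.00361, against 0.548 in the vocal learners. Read as the bracket has it, the unadjusted limma p between the traits was 0.0453, and 0.00874 without the hummingbirds. Which reading is meant was not settled.

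The paper states that finches and budgerigars differed in PV. Here nXIIts and SSp did not differ in either species (limma adjusted p = 1 in zebra finches and adjusted p = 0.859 in budgerigars), and of their comparisons with doves and quails 1 of 4 held up after adjustment over the 10 pairs of species. After loess 2 of 4 did, with zebra finches higher than doves by 2.06 and budgerigars by 2.24 (limma adjusted p = 0.0335 for both).

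The legend of Fig. 2 names the ratio as SSp relative to nXIIts, while the text and the sign of its points go with nXIIts over SSp, as computed here. On that scale each species mean lay within the SD of its birds here from the point in the figure. The points were about -0.15 in zebra finches, about 0.05 in budgerigars, about -1.4 in hummingbirds, about -2.1 in doves and about -1.1 in quails in Fig. 2B, read by eye, against -0.03, 0.44, -1.49, -1.99 and -0.80 here. The zebra finch value differed from the figure in 1 of 28 alternatives, at 0.10 without zebra finch replicate 4.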

Other observations

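The tests on hybridization temperature, on the zebra finch label and on oligos compared with PV in every bird were chosen only after the result was seen, and the others before the test was run, though the PV values of the birds had been seen by then.

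Splits of the birds and species were used to ask whether the 397 oligos between the traits at an unadjusted p under 0.01 exceed chance. Of 100 splits of the 14 birds into 8 and 6, the real one included, 19 gave as many, with a median of 232 and a range of 121 to 897 in the others, so chance cannot be excluded. Of the 10 ways to split the 5 species into 3 and 2, 7 gave as many as the real split, and 10 splits allow no share under 0.1. The PV difference was larger between zebra finches, budgerigars and quails and the other 2 species (1.66) than between the traits. It was also larger in size with hummingbirds, doves and quails set against zebra finches and budgerigars (-1.62). The legend of Fig. 2B names these hummingbirds, doves and quails as the species with lower PV in nXIIts.

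PV was compared with oligos of like brightness in each bird, to ask whether its lower level in nXIIts of hummingbirds, doves and quails lies within the spread of all such oligos. In 7 of these 8 birds, the Fig. 2B oligo lay in the lowest 5% of the 500 oligos closest in brightness, where 0.4 birds are expected by chance, and in 1 of the 6 zebra finches and budgerigars. The exception was quail replicate 1, at the 81.8 percentile. Over all 42603 oligos with values in these birds, 5 lay in the lowest 5% in at least 7 of the 8 birds, and 3 of the 5 were PV oligos, which overlap in sequence and are not independent. If birds were independent, 0.00025 oligos would do so. PV was chosen because of the paper, and the 3 species because the paper names lower PV in them on these same arrays. Low PV in them was therefore known beforehand, and the numbers expected by chance do not allow for this choice. What the 7 of 8 birds show is that the decrease was larger than in most oligos as bright as PV. The pattern cuts across the traits, since the hummingbirds are vocal learners. Whether it reflects the small PV-positive part of nXIIts that the paper describes in hummingbirds was not tested.

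Hybridization temperature was considered for the lower PV of hummingbirds relative to budgerigars. Both were hybridized at the same temperature, a difference of 0°C, which argues against it for this pair. It remains confounded with species for zebra finches.

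A mislabelled sample was considered for zebra finch replicate 3, whose SSp array carries conflicting labels. Of 686 oligos that differed by over 2 in the same direction in replicates 2 and 4, 68.1% went the same way in replicate 3, where 50% would be seen if both of its arrays held nXIIts. The same measure was 63.6% for replicate 2 and 69.2% for replicate 4, so replicate 3 was like the others. This argues against 2 arrays of nXIIts or a swap in this bird.

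The control genes of the paper's in situ hybridizations were also on the arrays. For GDNF family receptor alpha 1 the 2 probes CUST_78_PI380568650 and CUST_47_PI380568650 had means of 0.50 (limma adjusted p = 0.667) and 0.37 (limma adjusted p = 0.701) over all species in nXIIts relative to SSp, and were lower in nXIIts in 3 and 4 of the 14 birds. The first was not well above background on any zebra finch array. The paper's in situ hybridizations found slightly less of it in nXIIts. Between the traits, both probes differed by less than the spread (0.79 and 0.55, limma adjusted p = 0.847 and 0.872). The probes for ER81, CUST_27_PI380568085 and CUST_114_PI396879614, were at -0.09 and -0.14 over all species in nXIIts relative to SSp (limma adjusted p = 0.892 and 0.874). Their learner minus non-learner values were 0.10 and -0.40 (limma adjusted p = 0.965 and 0.867).

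Birds of one species were little more alike than birds of different species. Over 33366 oligos, the correlation between the differences nXIIts minus SSp of 2 birds had a median of 0.12 within species (-0.11 to 0.32) and 0.0268 between species (-0.12 to 0.27). These correlations are across oligos, which are not independent replicates.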
